# The role of retinol dehydrogenase 10 in the cone visual cycle

**DOI:** 10.1038/s41598-017-02549-8

**Published:** 2017-05-24

**Authors:** Yunlu Xue, Shinya Sato, David Razafsky, Bhubanananda Sahu, Susan Q. Shen, Chloe Potter, Lisa L. Sandell, Joseph C. Corbo, Krzysztof Palczewski, Akiko Maeda, Didier Hodzic, Vladimir J. Kefalov

## Abstract

Pigment regeneration is critical for the function of cone photoreceptors in bright and rapidly-changing light conditions. This process is facilitated by the recently-characterized retina visual cycle, in which Müller cells recycle spent all-*trans*-retinol visual chromophore back to 11-*cis*-retinol. This 11-*cis*-retinol is oxidized selectively in cones to the 11-*cis*-retinal used for pigment regeneration. However, the enzyme responsible for the oxidation of 11-*cis*-retinol remains unknown. Here, we sought to determine whether retinol dehydrogenase 10 (RDH10), upregulated in rod/cone hybrid retinas and expressed abundantly in Müller cells, is the enzyme that drives this reaction. We created mice lacking RDH10 either in cone photoreceptors, Müller cells, or the entire retina. *In vivo* electroretinography and transretinal recordings revealed normal cone photoresponses in all RDH10-deficient mouse lines. Notably, their cone-driven dark adaptation both *in vivo* and in isolated retina was unaffected, indicating that RDH10 is not required for the function of the retina visual cycle. We also generated transgenic mice expressing RDH10 ectopically in rod cells. However, rod dark adaptation was unaffected by the expression of RDH10 and transgenic rods were unable to use *cis*-retinol for pigment regeneration. We conclude that RDH10 is not the dominant retina 11-*cis*-RDH, leaving its primary function in the retina unknown.

## Introduction

Absorption of light by the chromophore of visual pigments in vertebrate photoreceptor cells results in its conversion from 11-*cis*- to all-*trans*-retinal. This isomerization activates the phototransduction enzymatic cascade and leads to the generation of a light response (reviewed in refs 1, 2). Resetting the activated visual pigment to its inactive ground state occurs by the release of all-*trans*-retinal and its recycling back to 11-*cis*-retinal in a process known as the visual or retinoid cycle (reviewed in ref. 3). For rod photoreceptors, the supply of recycled chromophore appears to be the rate-limiting step of visual pigment regeneration that controls the kinetics of dark adaptation^4–6^. This canonical visual cycle involves light-independent processing of the all-*trans*-chromophore by the retinal pigmented epithelium (RPE) followed by transfer of the recycled 11-*cis*-retinal to both rod and cone photoreceptors in the adjacent retina (reviewed in refs 3, 7 and 8).

A second, cone-specific visual cycle that involves the neural retina rather than the RPE also has been identified^9^. Here, Müller glial cells within the neural retina convert all-*trans-*retinal back to 11-*cis*-retinol for selective use in cone cells^10, 11^, where it is oxidized to the 11-*cis*-retinal chromophore needed for pigment regeneration^12–15^. This intraretinal visual cycle provides a selective, rapid, and efficient chromophore supply to cone cells to drive their rapid dark adaptation and continuous function under bright and rapidly-changing light conditions^7, 16, 17^.

Despite the clear functional significance of the retina visual cycle, some of its key molecular components remain unknown. A recent study suggested that dihydroceramide desaturase-1 (DES1) is the Müller cell isomerase responsible for converting all-*trans-*retinol back to 11-*cis*-retinol^18^. A second enzyme, the multifunctional *O*-acyltransferase (MFAT), is believed to participate in the esterification of 11-*cis*-retinol, facilitating its storage in Müller cells^19^. Finally, cellular retinaldehyde-binding protein (CRALBP) expressed in Müller cells was found to play an important role in regulating the delivery of chromophore from Müller cells to cones^20^. However, the enzyme of the retina visual cycle responsible for the oxidation of 11-*cis*-retinol in cone photoreceptors remains unknown. As only cones, not rods, can oxidize *cis*-retinol to the *cis*-retinal needed for pigment regeneration^12–15, 21^, this unidentified cone-specific 11-*cis*-RDH is likely to be important in regulating access to the retina visual cycle.

Unlike wild-type rods, hybrid rod photoreceptors in the *rd7* mouse retina can employ the typically cone-specific retina visual cycle^5^. Notably, these hybrid rods also can use 11-*cis*-retinol for pigment regeneration and dark adaptation, suggesting that *rd7* rods might express the unidentified cone-specific 11-*cis*-RDH. At the start of the current study, differential expression analysis of *rd7* and wild-type retinas by RNA-seq revealed upregulation of retinol dehydrogenase 10 (*Rdh10*) in the *rd7* retina. RDH10 is a 38 kDa short-chain dehydrogenase/reductase (SDR) family member, previously reported to be expressed in the RPE and Müller cells^22–24^. Notably, RDH10 is predisposed towards oxidation and can use *cis*-retinoids as substrate^25^, both attributes fitting the profile of the unknown enzyme that oxidizes 11-*cis*-retinol in cone cells. Recently, the selective deletion of RDH10 in the RPE was found to delay both regeneration of rod visual pigment and rod dark adaptation^26^, indicating a role for this enzyme in the canonical RPE visual cycle. However, the possible involvement of RDH in the retina visual cycle and its function in the retina have not been investigated.

In this study, we sought to determine whether RDH10 is necessary and sufficient for enabling photoreceptor cells to utilize the retina visual cycle. We carried out loss-of-function experiments with mice lacking RDH10 in their cone cells, Müller cells, or the entire retina, and gain-of-function experiments with mice expressing transgenic RDH10 in their rod cells, to examine the potential role of RDH10 in the intraretinal visual cycle and cone function.

## Results

### Expression of RDH10 in the mouse retina

A recent study showed that hybrid rods in the *rd7* mouse, which lacks the rod developmental transcription factor Nr2e3^27^, can use the retina visual cycle^5^. Equally important, this study demonstrated that unlike wild-type mouse rod cells, *rd7* rods can employ the presumptive product of the intraretinal visual cycle, 11-*cis*-retinol, for pigment regeneration. Because the form of retinoid used for pigment regeneration is 11-*cis*-retinal, these results suggest that hybrid *rd7* rods have gained the normally cone-specific ability to oxidize 11-*cis*-retinol to 11-*cis*-retinal. Thus, *rd7* rods represent a unique model to potentially identify the RDH enzyme that drives the oxidation of 11-*cis*-retinol in cones.

We first examined existing microarray data from *rd7* mice^27^ which failed to reveal a likely RDH candidate gene for the oxidation of 11-*cis*-retinol. 

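For the comparison of *rd7* with wild-type retinas, 4 RNA-seq libraries were sequenced, 2 of each genotype. The *rd7* mouse carries a mutation in *Nr2e3*, the gene of a transcription factor of rod development, and C57BL/6J mice served as wild-type. Each library pooled 8 retinas from 2 males and 2 females at 3 weeks of age, so the spread between libraries of a genotype is a spread between pools of animals. The authors mapped single reads of 50 bp to mm9 with TopHat and obtained FPKM values (sequenced fragments normalized to transcript length and to the number of mapped fragments) for each gene and library with Cufflinks. FPKM divides out transcript length and sequencing depth but not the composition of the library. The deposited values hold no read counts. In genes with a single annotated transcript of over 800 bp, the lowest values clustered at 0.0282 FPKM times kb of exon in *rd7* replicate 1, 0.0287 in *rd7* replicate 2, 0.0282 in wild-type replicate 1 and 0.0281 in wild-type replicate 2. Values were taken only from a window of 0.02 to 0.036, chosen by eye, which limits how far the 4 libraries could differ. If the step found there is the worth of 1 read, the libraries held 3.54e+07, 3.49e+07, 3.54e+07 and 3.56e+07 reads. The annotated exonic length is longer than the effective length Cufflinks uses, so these estimates run low, and the paper's total of mapped reads gives a mean of 4.25e+07 per library. From the deposited FPKM, log2(FPKM + 0.1) was compared between genotypes with limma (moderated variances with a trend on expression, two-sided, Benjamini-Hochberg adjustment, FDR of 5%), without further scaling. A fold change on this scale understates the change of genes with low FPKM. The test covered the 12655 genes with a mean FPKM of at least 1 and an estimate that the authors' software marked as successful in all 4 libraries.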

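The mutated gene itself, *Nr2e3*, lies on chromosome 9 of mm9 from 59790578 to 59797886. Its FPKM was 2493 and 1589 in the 2 *rd7* libraries and 385 and 394 in the 2 wild-type libraries, a log2 fold change of 2.35 (standard error 0.20, adjusted p = 0.0011 from limma with Benjamini-Hochberg adjustment). FPKM counts the reads on the gene whether or not they come from a normally spliced transcript. Across all genes tested, 4755 were higher and 1114 were lower in *rd7* retinas at an FDR of 5%, so that 81.0% of the changed genes were higher. This split depends on how the libraries are scaled. With each library scaled by the median ratio of its genes to their geometric means, the median log2 fold change of all genes moved from 0.15 to -0.0049, and 2492 genes were higher and 2479 lower. Among the settings tried, median-ratio scaling moved the count of lower genes most. The count of higher genes moved most under a correction for exonic GC content and length, chosen after the data were examined, with 1519 genes higher and 1850 lower. In 9698 of the genes tested (76.6%), both unscaled *rd7* values lay on the same side of both wild-type values, which chance gives in 33.3% for a single gene. The median ratios used for scaling were 1.06 and 1.05 in the *rd7* and 0.941 and 0.955 in the wild-type libraries. A shift shared by genes raises this share, so it does not measure how many genes changed. Of the genes that the authors' deposited table calls, 414 higher and 61 lower had a gene in the limma test, and 397 and 57 were called there in the same direction. Both sets of calls come from the same libraries, so the overlap compares 2 methods.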

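*Rdh10* lies on chromosome 1 of mm9 from 16095963 to 16122631. Its FPKM was 29.2 ± 4.68 (SD, n = 2 libraries) in *rd7* and 11.1 ± 0.614 (SD, n = 2) in wild-type retinas, a log2 fold change of 1.37 (standard error 0.11, adjusted p = 0.00105 from limma with Benjamini-Hochberg adjustment) or 2.59-fold. By the estimated worth of 1 read, between 1576 and 4787 reads lay behind each value, so counting error is small beside the difference between the pools. The authors' deposited table gives a 2.72-fold difference. With each library left out in turn, the log2 fold change ranged from 1.21 to 1.54. The setting that moved it most was the correction for GC content and length, with a log2 fold change of 1.09. Genes of the pigment epithelium also rose (median log2 fold change 1.02 over 8 genes). Of these, 5 were higher at an FDR of 5% and 0 lower (6 and 0 when adjusted over the list alone), while the limma set test camera did not place the list past the threshold.
The list of retinol dehydrogenases, which like the lists tested with camera was fixed before the data were examined, held 15 symbols (the *Rdh* genes and *Dhrs3*, which encodes retSDR1), of which 13 are listed in the files and 10 were tested. *Rdh7*, *Rdh16* and *Rdh19* had a mean FPKM under 1. At an FDR of 5%, 3 genes were higher in *rd7* and 2 were lower, and 4 and 2 when adjusted over the list alone. Beside *Rdh10*, the higher genes were *Rdh11* and *Rdh13*. *Rdh11* (chromosome 12, 80276538 to 80292806) had an FPKM of 36.1 ± 0.248 (SD, n = 2) in *rd7* and 22.3 ± 0.554 (SD, n = 2) in wild-type retinas, a log2 fold change of 0.69 (standard error 0.05, adjusted p = 0.000807 from limma). Its paralog *Rdh12* lies beside it on the chromosome, and reads that fit both genes could have been split between them. *Rdh13* rose by 0.26 on the log2 scale (adjusted p = 0.0283 from limma), and this call was lost with median-ratio scaling (0.11, adjusted p = 0.26 from limma), with quantile normalization (0.10), without a filter on low FPKM and with the correction for GC content and length (0.02). Over these and the other refits, its adjusted p from limma ranged from 0.0222 to 0.842. *Dhrs3* (chromosome 4, 144482730 to 144517548) was lower, with an FPKM of 23.3 ± 1.04 (SD, n = 2) against 49.8 ± 1.25 (SD, n = 2), a log2 fold change of -1.09 (standard error 0.06, adjusted p = 0.000294 from limma). *Rdh12* fell by 0.48 on the log2 scale (adjusted p = 0.00616 from limma). *Rdh5* (log2 fold change 0.47) had an adjusted p of 0.0399 from limma when adjusted over the list alone and of 0.0513 over all genes tested. *Rdh1*, *Rdh8*, *Rdh9* and *Rdh14* were not called, with log2 fold changes between -0.17 and 0.29. With quantile normalization and with the correction for GC content and length, *Rdh1* was called lower (-0.37 and -0.42), while *Rdh8* and *Rdh14* changed sign with median-ratio scaling and with quantile normalization without being called. The paper proposes that the hybrid rods of *rd7* mice have acquired the oxidation of 11-*cis*-retinol, and takes these retinas as a model for finding the RDH behind that reaction in cones.

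**Figure D1:**
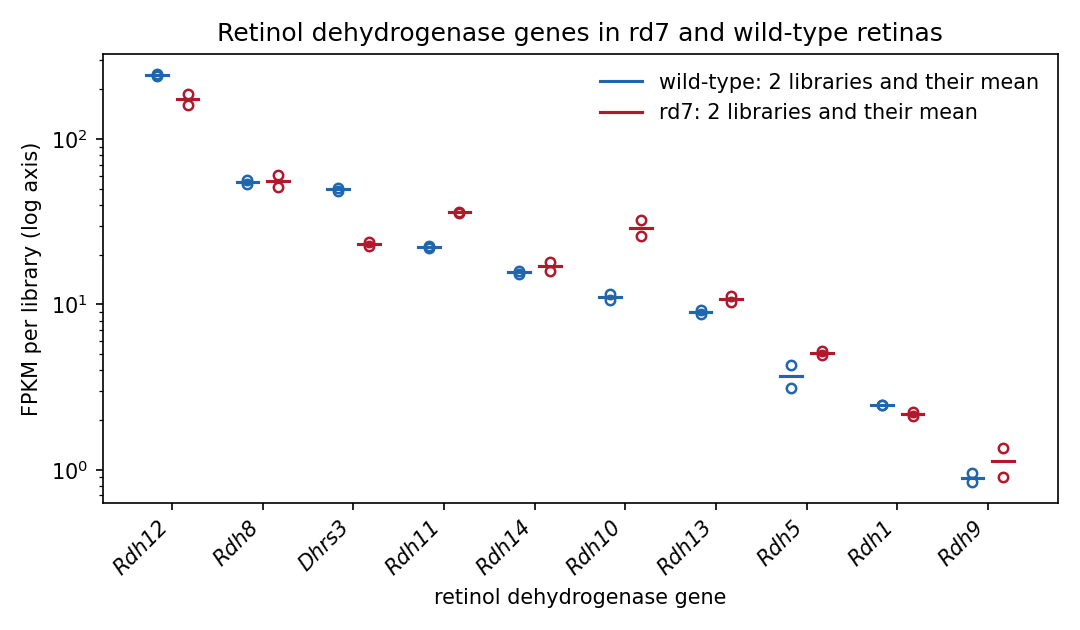
FPKM per library (log axis) of the 10 retinol dehydrogenase genes tested, ordered by their wild-type level. Circles are the 2 libraries of each genotype and lines their means. *Rdh10* sits at 32.5 and 25.9 in the *rd7* libraries and at 10.7 and 11.6 in the wild-type libraries, while *Dhrs3* is lower in both *rd7* libraries.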

We next performed RNA-seq analysis of wild-type and *rd7* retinas and identified 416 genes significantly upregulated in *rd7* retinas (Table 1S; GEO accession number GSE86442), with only one known RDH among them, RDH10, that was upregulated ~3-fold in *rd7* compared to wild-type retinas.

To facilitate the expression analyses and subsequent functional characterization of the role of RDH10 in cone pigment regeneration, we generated several mouse lines with altered RDH10 expression. To determine if RDH10 is necessary or sufficient for enabling photoreceptors to oxidize 11-*cis*-retinol and access the retina visual cycle, we used mice carrying a conditional *Rdh10* allele (*Rdh10* ^*flox/flox*^)^28^. By crossing *Rdh10* ^*flox/flox*^ mice with the cone-specific *Hrgp-Cre* mouse line^29^, we generated cone-specific RDH10 knockout mice. Similarly, the *Pdgfra-Cre* line^30^ and the *Six3-Cre* line^31^ were used to knock out RDH10 in Müller cells and the entire retina, respectively. Finally, to investigate if RDH10 is sufficient for photoreceptors to use the retina visual cycle, we also generated transgenic mice that express RDH10 in rods (*Rdh10* ^+^ mice).

We began by examining the level of *Rdh10* mRNA by RT-PCR. *Rdh10* mRNA levels were substantially reduced in retinas obtained from *Pdgfra-Cre Rdh10* ^*flox/flox*^ mice (Fig. 1A, left), indicative of its knockout in Müller cells. Similarly, the expression of *Rdh10* was also dramatically reduced in *Six3-Cre Rdh10* ^*flox/flox*^ retinas (Fig. 1A, center), demonstrating its suppression in the entire retina. In contrast, *Rdh10* mRNA levels were notably increased in transgenic *Rdh10* ^+^ mice, as expected (Fig. 1A, right). Due to the small number of cone cells in the mouse retina and the expected subtle at best change in *Rdh10* expression upon its selective deletion in cones, RT-PCR analysis of *Hrgp-Cre Rdh10* ^*flox/flox*^ retinas would not be informative and was not performed. However, the effective reduction of *Rdh10* mRNA in *Six3-Cre Rdh10* ^*flox/flox*^ mice demonstrates the sensitivity of the *Rdh10* ^*flox*^ allele to Cre excision in the retina. This, combined with the demonstrated lineage labeling of cones by the *Hrgp-Cre* driver^29^, would be expected to effectively eliminate expression of *Rdh10* from cone cells in retinas of *Hrgp-Cre Rdh10* ^*flox/flox*^ mice.

**Figure 1:**
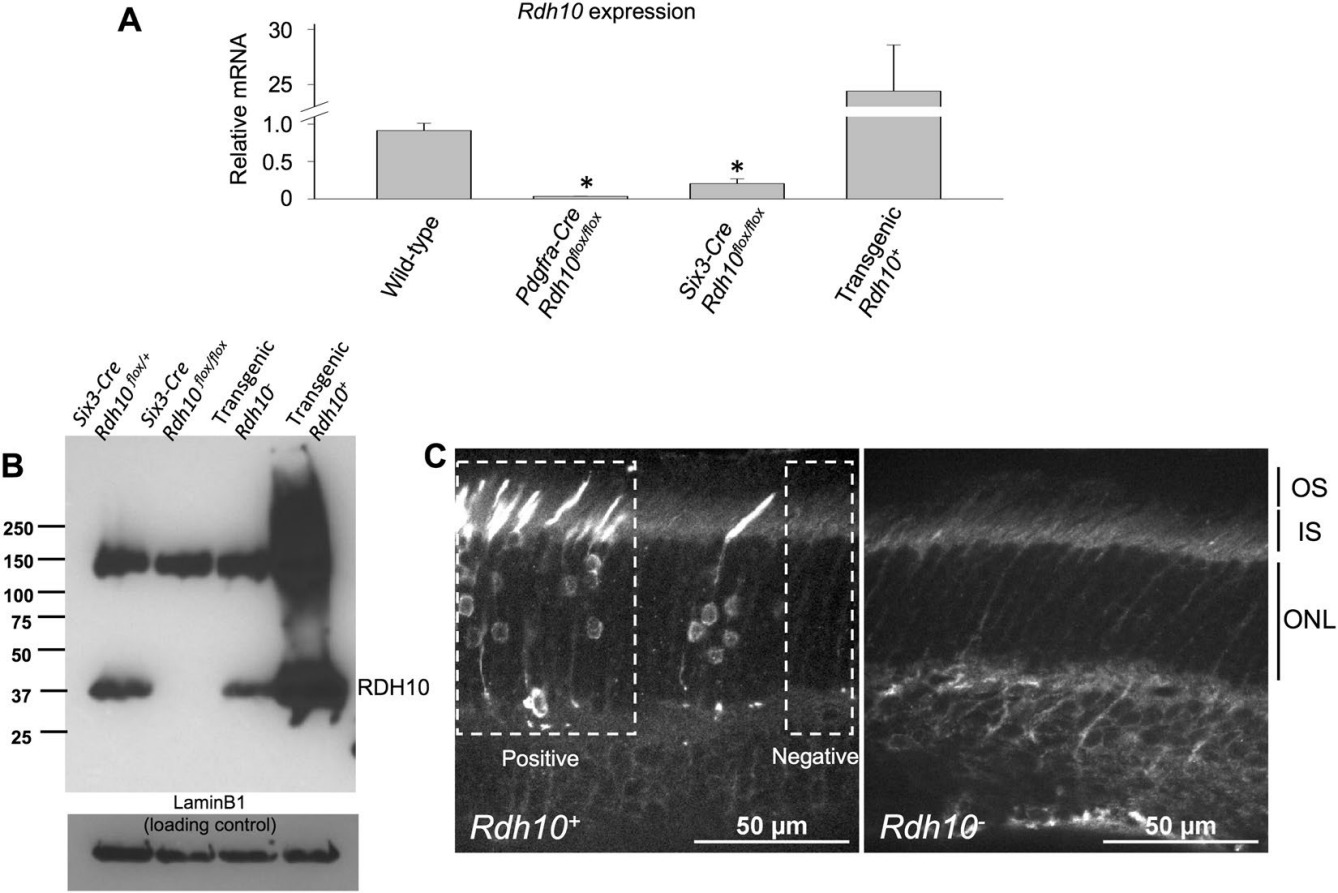
RDH10 expression in different mouse lines. (**A**) mRNA analysis of *Rdh10* expression in wild-type, Müller cell-specific RDH10 knockout (*Pdgfra-Cre Rdh10* ^*flox/flox*^), retina-specific RDH10 knockout (*Six-Cre Rdh10* ^*flox/flox*^), and RDH10 transgenic (*Rdh10* ^+^) mice. Data here and in all subsequent figures are shown as mean ± SEM. (**B**) Immunoblotting of *Six3-Cre* control, *Six3-Cre Rdh10* ^*flox/flox*^, transgenic *Rdh10* ^*−*^ (wild-type), and transgenic *Rdh10* ^+^ retinas. (**C**) Retinal section from a transgenic *Rdh10* ^+^ (left) and *Rdh10* ^*−*^ (wild-type) mice. The mosaic RDH10 expression in rods is shown in white and RDH10-positive and –negative sections are delineated by a box. OS, outer segment layer; IS, inner segment layer; ONL, outer nuclear layer.

We also examined the expression of RDH10 protein in the retina by using a commercial RDH10 antibody. In agreement with the predicted molecular weight of RDH10 (NP_598593.1), an ~37 kDa protein was detected in lysates from wild-type retinas but was absent from *Six3-Cre Rdh10* ^*flox/flox*^ retinal lysates (Fig. 1B, left). As expected, RDH10 protein levels were markedly increased in transgenic *Rdh10* ^+^ retinas (Fig. 1B, right). Immunofluorescence microscopy of transgenic *Rdh10* ^+^ retinas revealed a mosaic pattern of RDH10 expression (Fig. 1C, left). In positive rods, transgenic RDH10 was detected in cell bodies along with potential accumulation in inner/outer segments and spherules. In contrast, no RDH10 expression was detected in sections of transgenic retinas with negative rods (Fig. 1C, left) and in rods from control retinas (Fig. 1C, right). Together, these results validate these transgenic animals as models for studying the effects of both loss- and gain- of RDH10 function in the retina visual cycle.

Our RDH10 immunoblot analysis also revealed an immunoreactive band with an apparent molecular weight of 150 kDa (Fig. 1B). Even though this protein was upregulated in *Rdh10* ^+^ retina, it was not downregulated in *Six3-Cre Rdh10* ^*flox/flox*^ retinas, suggesting that it corresponds to a cross-reaction of the RDH10 antibody. Accordingly, this band was later identified as Kinectin1 by mass spectrometry (data not shown). Although the reason for the upregulation of this protein in *Rdh10* ^+^ retinas remains unclear, this lack of antibody specificity is likely the reason for our inability to unambiguously visualize the expression of endogenous RDH10 in cones from retinal cross-sections (not shown).

### Cone RDH10 is not required for the normal function of dark-adapted cones

We began our physiological analysis by determining if RDH10 is required by cone photoreceptors for their normal function. If RDH10 is the only enzyme that oxidizes 11-*cis*-retinol as part of the retina visual cycle, its deletion in cone cells should prevent access to this pathway, potentially causing chromophore deficiency and the degeneration of cone cells. Here, we recorded and compared cone responses from *Hrgp-Cre* control mice and *Hrgp-Cre Rdh10* ^*flox/flox*^ mice, in which the expression of *Rdh10* should be abrogated in cone cells. To isolate the cone component of the response, all recordings for this and subsequent cone experiments were performed with mice lacking the rod transducin α subunit (GNAT1). Removal of Gnat1 in mice (*Gnat1* ^−/−^) prevents rods from generating a light response, leaving only the cone-driven response, while preserving the morphology of the retina^32^.

Electroretinographic (ERG) recordings *in vivo* revealed comparable cone b-wave maximal response amplitudes between control mice (Fig. 2A) and mice with RDH10-deficient cones (Fig. 2B). This result suggests that the deletion of RDH10 in cones does not affect the overall number of cone cells or their function. The sensitivity of cone-driven b-wave responses also was unaffected by the targeted removal of RDH10 in cones, as their intensity-response curve was comparable to that of control *Hrgp-Cre* mice (Fig. 2C). Together, these findings suggest that cone b-wave responses were unaffected by the deletion of RDH10 in cone cells.

**Figure 2:**
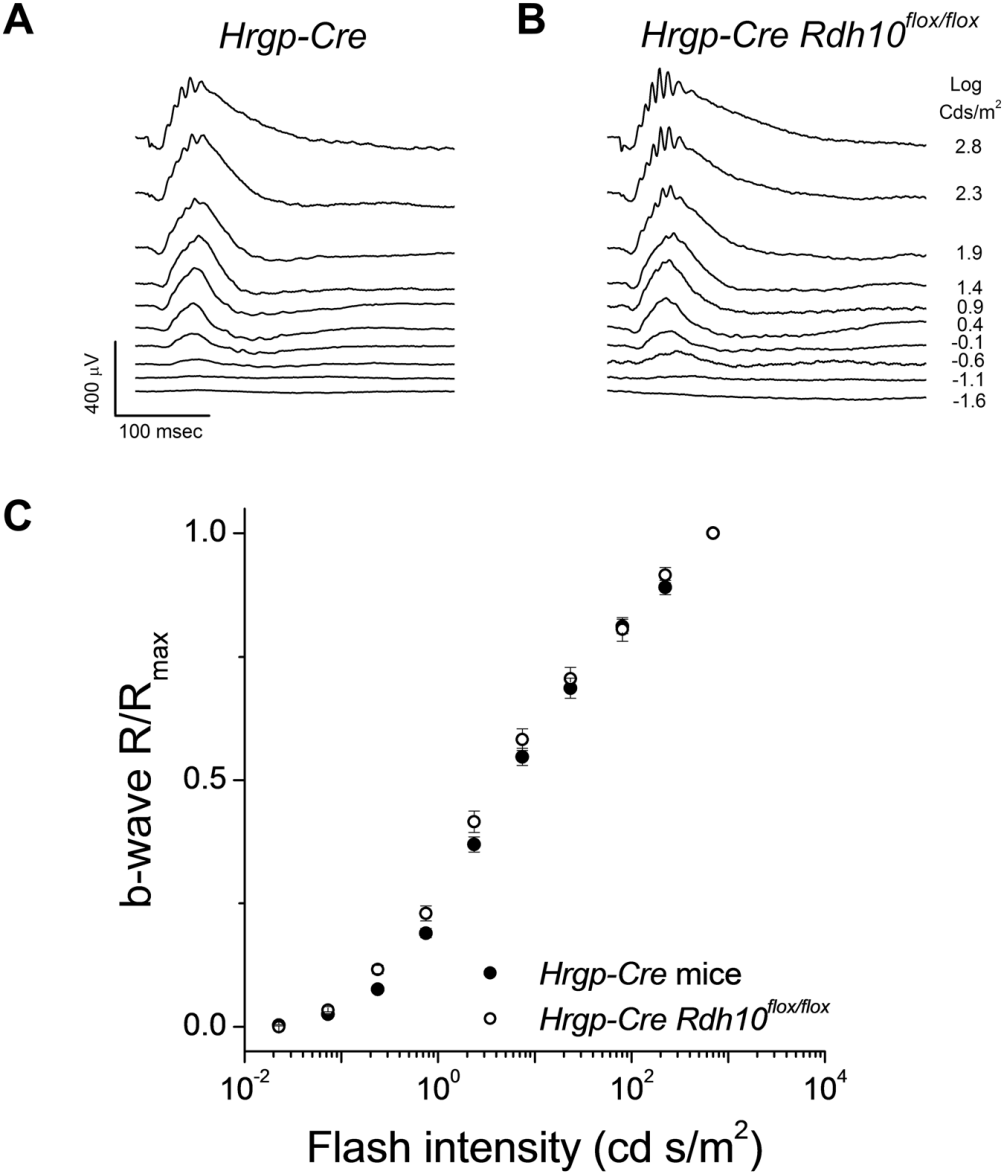
Deletion of RDH10 in cones does not affect the photopic ERG b-wave responses in mice. Representative *in vivo* ERG responses from (**A**) *Hrgp-Cre* control, and (**B**) cone *Rdh10* knockout (*Hrgp-Cre Rdh10* ^*flox/flox*^) mice. (**C**) Ensemble-averaged normalized cone b-wave responses of *Hrgp-Cre* control mice (n = 18, filled symbols) and *Hrgp-Cre Rdh10* ^*flox/flox*^ mice (n = 18, open symbols) as a function of flash intensity. All mice were in *Gnat1* ^−/−^ background to facilitate cone recordings.

As ERG b-waves represents only an indirect measure of cone photoreceptor function, we also measured directly the cone responses by *ex vivo* transretinal recordings. To isolate the cone-driven a-wave component of the transretinal signal, synaptic transmission was blocked by adding the mGluR6 agonist DL-AP4 to the perfusion solution^33, 34^. The so obtained cone responses from control *Hrgp-Cre* (Fig. 3A) and *Hrgp-Cre Rdh10* ^*flox/flox*^ (Fig. 3B) retinas were similar. Thus, the maximal amplitudes and the sensitivities of the photoresponses were unaffected by the deletion of RDH10 in cone cells (Fig. 3C). Furthermore, the waveforms of the photoresponses to both dim and bright saturating flashes in RDH10-deficient cones were comparable to those in control mice (Fig. 3D). These observations demonstrate that the phototransduction cascade and flash responses in dark-adapted cones are unaffected by the cone-specific deletion of RDH10.

**Figure 3:**
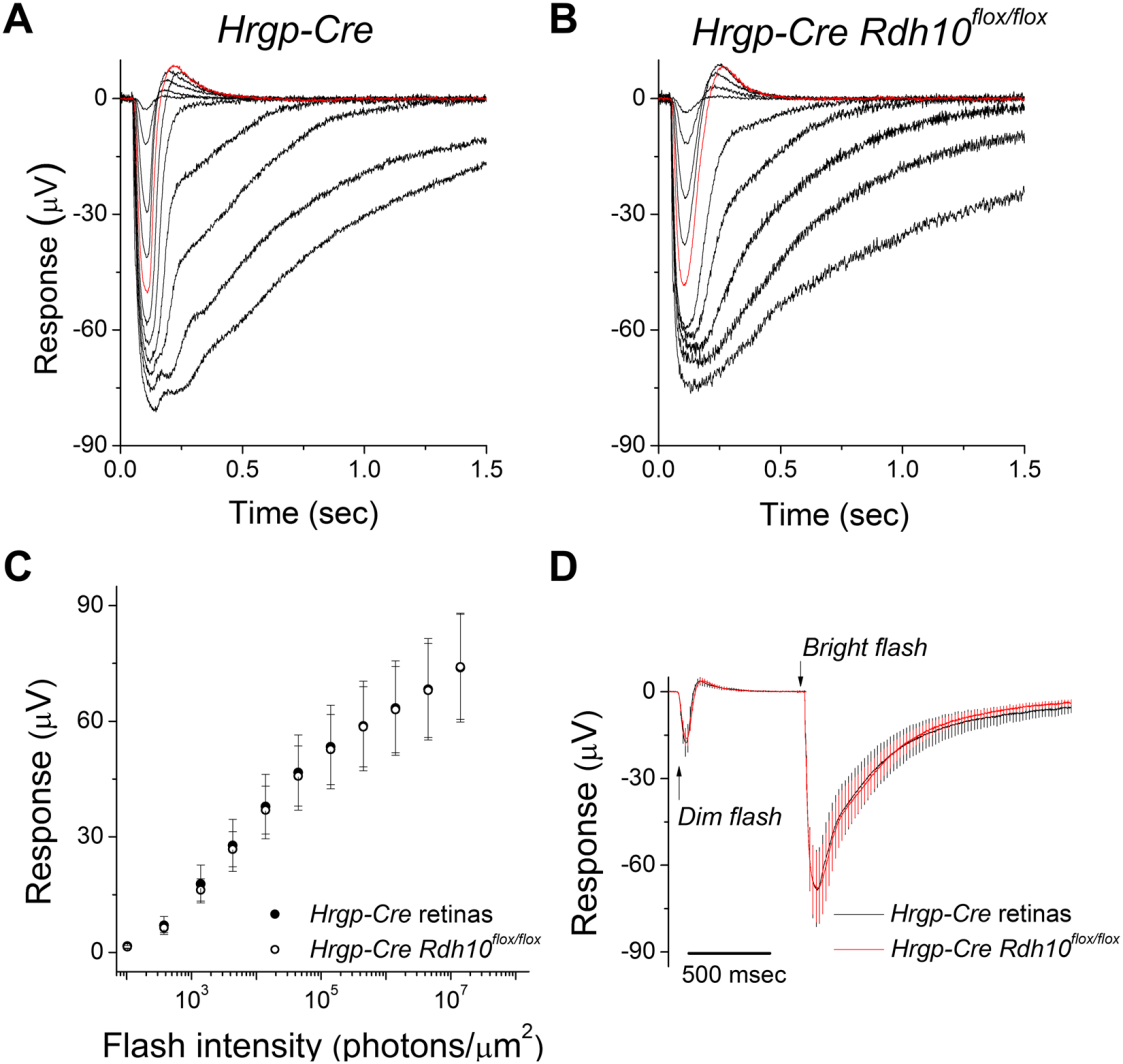
Deletion of RDH10 in cone cells does not affect cone responses. Representative transretinal cone responses from (**A**) *Hrgp-Cre* control retinas, and (**B**) *Hrgp-Cre Rdh10* ^*flox/flox*^ retinas. Red traces: responses to a 1.4 × 10^4^ photons/μm^2^ test flash. (**C**) Ensemble-averaged intensity-response curves of *Hrgp-Cre* control cones (n = 12, filled symbols) and *Hrgp-Cre Rdh10* ^*flox/flox*^ cones (n=12, open symbols). (**D**) Ensemble-averaged dim flash responses (flash intensity: 1.4 × 10^3^ photons/μm^2^) and bright flash responses (flash intensity: 4.5 × 10^6^ photons/μm^2^) of *Hrgp-Cre* control cones (n = 12, black trace) and *Hrgp-Cre Rdh10* ^*flox/flox*^ cones (n = 12, red trace). All mice were in *Gnat1* ^−/−^ background to facilitate cone recordings.

### Cone RDH10 is not required for normal cone dark adaptation

Cone dark adaptation *in vivo* is controlled by the combined action of the RPE visual cycle and the Müller cell-dependent retina visual cycle, whereas cone dark adaptation in the isolated retina is driven exclusively by the retina visual cycle^17^. If RDH10 is required for the oxidation of 11-*cis*-retinol in cones, its deletion in these cells should block their access to the retina visual cycle. Therefore, following a strong bleach, RDH10-deficient cones should display a slower overall dark adaptation *in vivo* and should not recover their sensitivity in the isolated retina. To test this hypothesis, we examined whether overall cone dark adaptation *in vivo*, driven by both the RPE and intraretinal visual cycles, is affected by the deletion of *Rdh10* in cones. Initially, cone b-wave sensitivity was estimated under dark-adapted conditions by measuring the amplitudes of dim flash b-wave responses from ERG recordings. Mice were then exposed to bright light to bleach their visual pigment, and cone b-wave sensitivity was measured at set time points during the subsequent dark adaptation. Under these conditions, we found comparable kinetics and final levels of cone b-wave sensitivity recovery in control *Hrgp-Cre* mice and *Hrgp-Cre Rdh10* ^*flox/flox*^ mice (Fig. 4A), suggesting that cone dark adaptation *in vivo* was unaffected by cone-specific deletion of RDH10.

**Figure 4:**
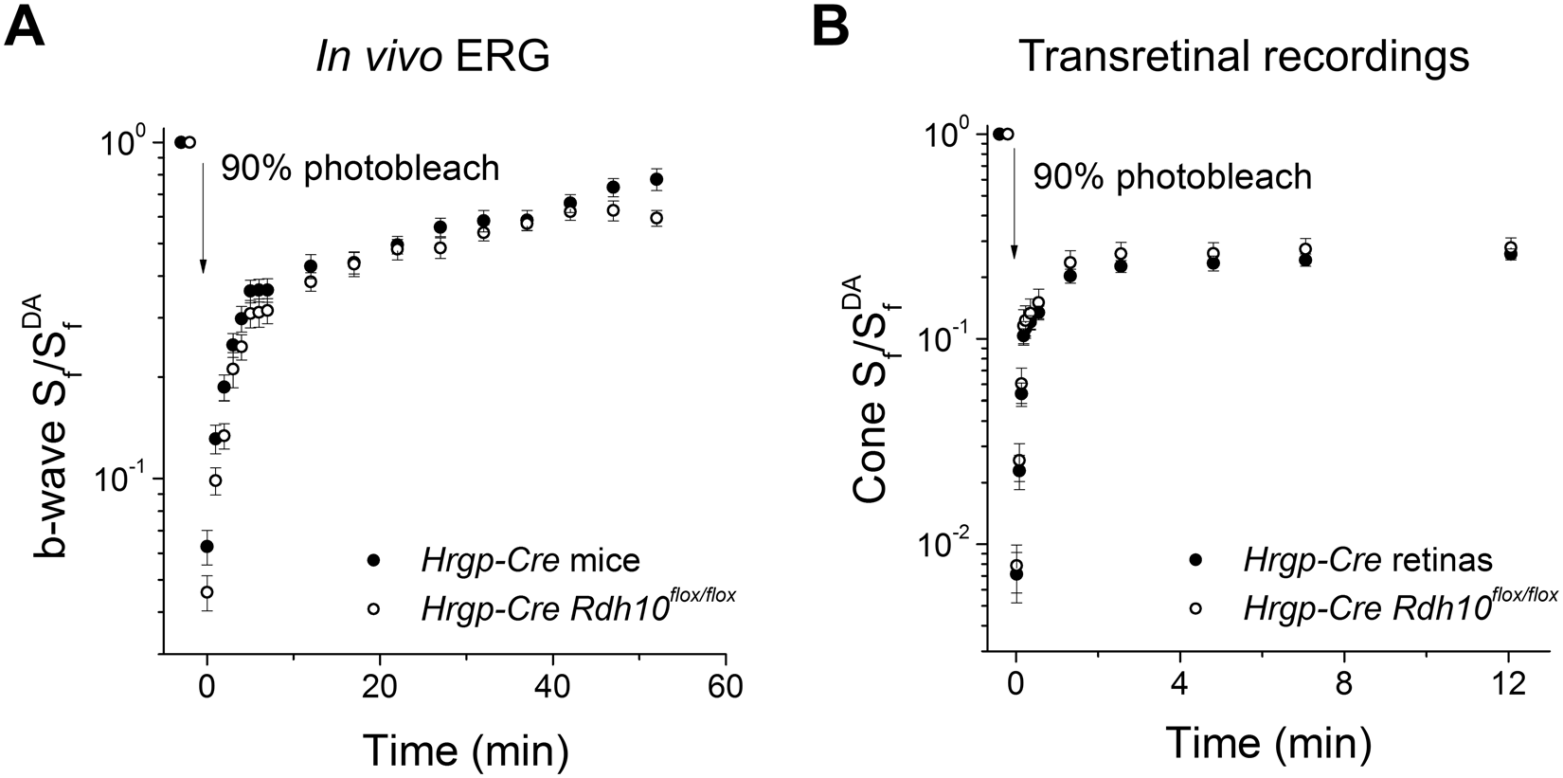
Deletion of RDH10 in cones does not affect cone dark adaptation. (**A**) Normalized cone b-wave sensitivity (b-wave S_f_/b-wave S_f_^DA^) recovery following 90% pigment photobleach from *HrgpP-Cre* control (n = 18, filled symbols) and *Hrgp-Cre Rdh10* ^*flox/flox*^ (n = 18, open symbols) mice measured by *in vivo* ERG recordings. (**B**) Normalized cone sensitivity (S_f_/S_f_^DA^) recovery following 90% pigment photobleach in *Hrgp-Cre* control (n = 13, filled symbols) and *Hrgp-Cre Rdh10* ^*flox/flox*^ (n = 13, open symbols) isolated retinas measured by transretinal recordings. All mice were in *Gnat1* ^−/−^ background to facilitate cone recordings.

Next, to examine directly the role of cone RDH10 in controlling access to the retina visual cycle, we tested the recovery of sensitivity of RDH10-deficient cones in the isolated retina following exposure to bright light that bleached 90% of the cone pigment. Cone sensitivity was estimated from the cone photoresponses obtained with transretinal recordings, first under dark-adapted conditions and then during cone recovery following exposure of the retina to bright light. Comparison of the kinetics of cone sensitivity recovery following the bleach revealed that dark adaptation in the isolated retina was normal in RDH10-deficient cones (Fig. 4B). Together, these results demonstrate that the ability of cones to access the retina visual cycle, and the efficiency of this pathway, are unaffected by the targeted deletion of RDH10 in cone cells.

### Retina RDH10 is not required for normal dark-adapted cone function

The findings described above demonstrate that RDH10 in cones is not required for normal cone function and dark adaptation. However, a caveat of these experiments is that our immunocytochemical analysis could not establish firmly the expression of RDH10 in cones, whether due to crossreactivity of the RDH10 antibody with Kinectin1 or to the overlap between the processes of Müller cells and cones. In the RPE visual cycle, RDH10 expressed in RPE cells can facilitate 11-*cis*-retinol to 11-*cis*-retinal conversion^22, 24^, and its targeted deletion slows the RPE visual cycle and rod dark adaptation^26^. In the retina, RDH10 is abundantly expressed in the Müller cells^23^. However, its function there and its possible involvement in the retina visual cycle have not been examined. Therefore, to investigate further the role of this enzyme in the retina visual cycle, we generated Müller cell-specific and whole retina-specific conditional RDH10 knockout mice by crossing *Rdh10* ^*flox/flox*^ mice with the *Pdgfra-Cre* line and the *Six3-Cre* line, respectively.

*In vivo* ERG recordings demonstrated that the cone-driven b-wave responses in mice lacking RDH10 selectively in Müller cells (not shown) and in mice lacking RDH10 in the entire retina display normal dark-adapted response waveforms (Fig. 5A and B), response amplitudes, and sensitivity (Fig. 5C). A more detailed examination of cone function by *ex vivo* transretinal recordings confirmed that cone function was unaffected by the deletion of RDH10 in the retina. Maximal response amplitudes (Fig. 6A and B), the response waveforms (Fig. 6C, inset), and cone sensitivity as measured from the intensity-response curve (Fig. 6C) were all normal in *Six3-Cre Rdh10* ^*flox/flox*^ mice as compared to *Six3-Cre* controls. Thus, the function of cones under dark-adapted conditions appeared unaffected by deletion of RDH10 in either Müller cells or in the entire retina.

**Figure 5:**
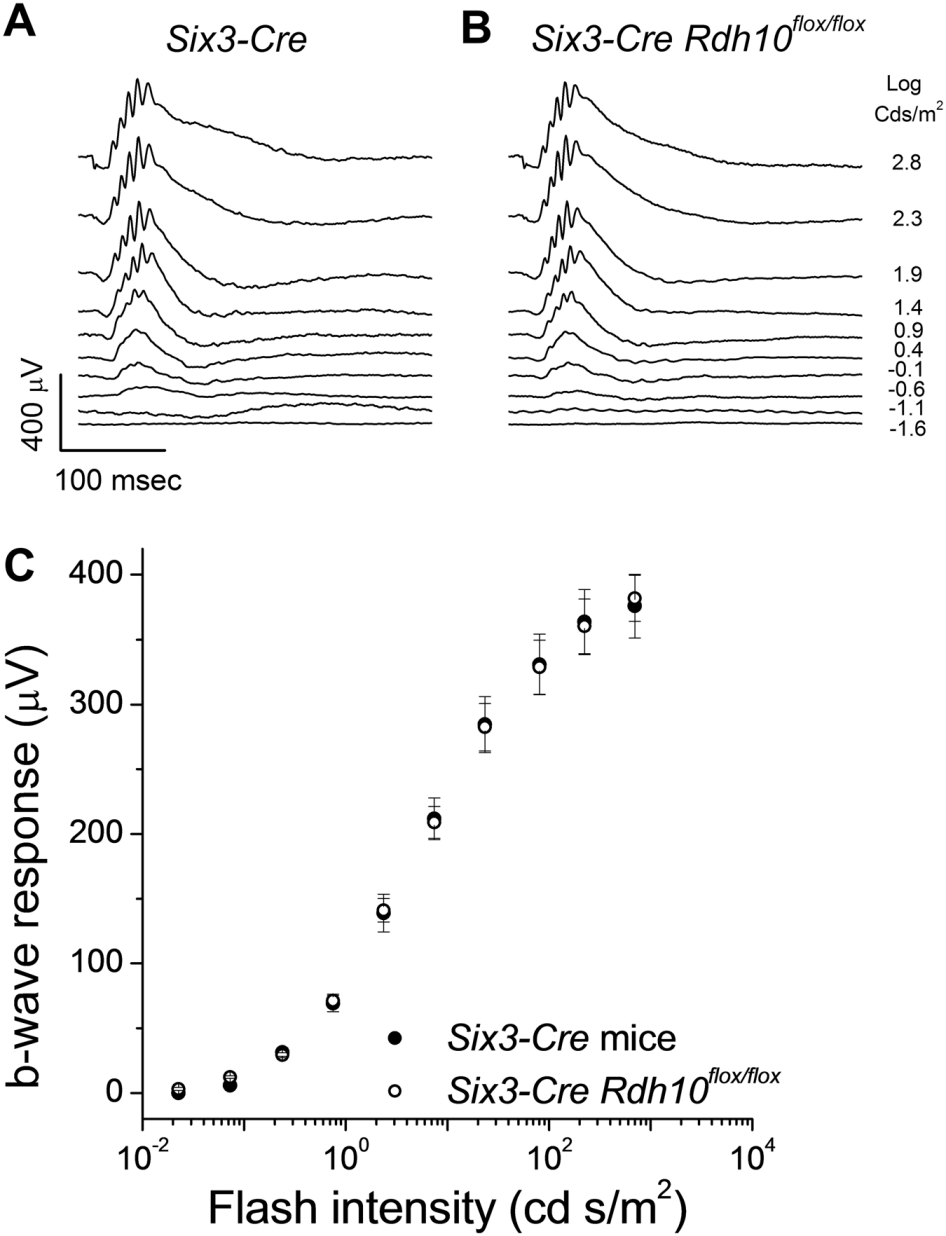
Deletion of RDH10 in the entire retina does not affect the photopic ERG b-wave responses in mice. Representative *in vivo* ERG responses of (**A**) *Six3-Cre* control and (**B**) retina *Rdh10* knockout (*Six3-Cre Rdh10* ^*flox/flox*^) mice. (**C**) Ensemble-averaged cone b-wave intensity-response curves of *Six3-Cre* control mice (n = 12, filled symbols) and *Six3-Cre Rdh10* ^*flox/flox*^ mice (n = 10, open symbols). All mice were in *Gnat1* ^−/−^ background to facilitate cone recordings.

**Figure 6:**
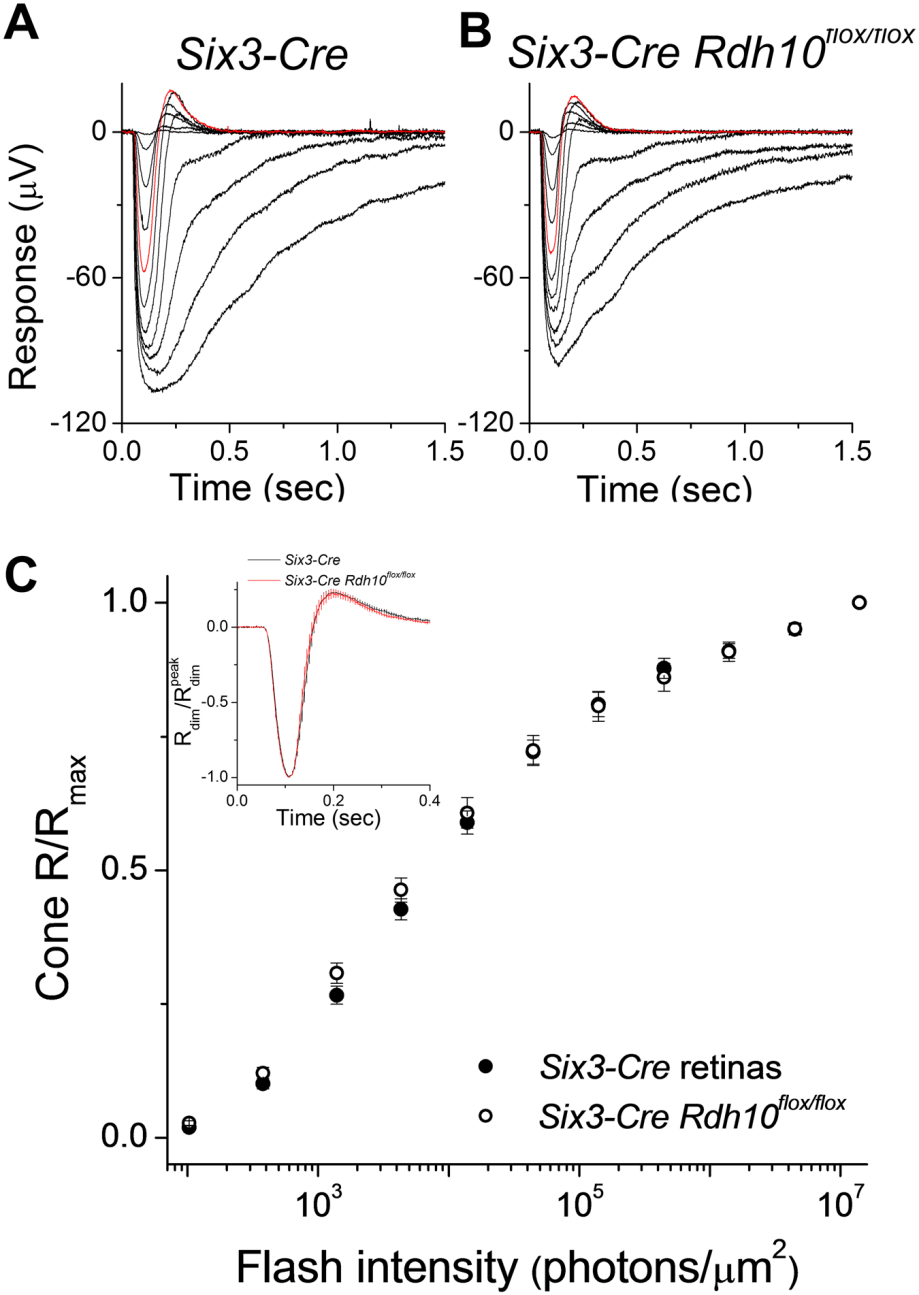
Deletion of RDH10 in the entire retina does not affect cone responses. Representative transretinal cone responses from (**A**) *Six3-Cre* control, and (**B**) *Six3-Cre Rdh10* ^*flox/flox*^ retinas. Red traces: responses to a 1.4 × 10^4^ photons/μm^2^ test flash. (**C**) Normalized cone intensity-response curves of *Six3-Cre* control (n = 9, filled symbols) and *Six3-Cre Rdh10* ^*flox/flox*^ (n = 8, open symbols) retinas. Inset: normalized cone dim flash responses from *Six3-Cre* control (n = 9, black trace) and *Six3-Cre Rdh10* ^*flox/flox*^ (n = 8, red trace) retinas. All mice were in *Gnat1* ^−/−^ background to facilitate cone recordings.

### Retina RDH10 is not required for cone dark adaptation and the retina visual cycle

Next, we examined how deletion of RDH10 from the entire retina affects the retina visual cycle and cone dark adaptation. *Ex vivo* transretinal recordings were used to monitor cone dark adaptation driven by the retina visual cycle. The kinetics of cone sensitivity recovery following exposure to bright light in *Six3-Cre Rdh10* ^*flox/flox*^ retinas were comparable to those in control *Six3-Cre* retinas (Fig. 7A). This outcome suggests that RDH10 in Müller glia is not required for the function of the retina visual cycle. Corroborating this finding, cone dark adaptation *in vivo*, driven by the combined action of the retina and RPE visual cycles, also was unaffected by deletion of RDH10 from the retina (Fig. 7B). Due to the lack of phenotype of mice lacking RDH10 in the entire retina, we did not examine the dark adaptation of cones from mice with targeted deletion of RDH10 in Müller cells.

**Figure 7:**
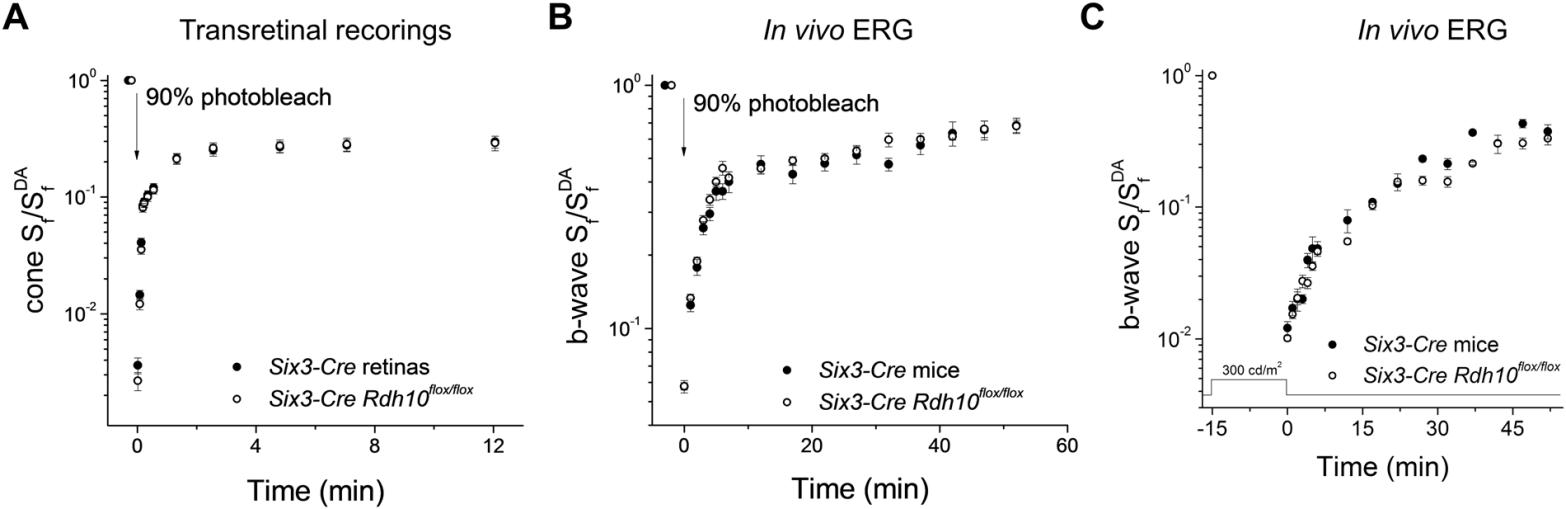
Deletion of RDH10 in the entire retina does not affect cone dark adaptation. (**A**) Normalized cone sensitivity (S_f_/S_f_^DA^) recovery following 90% pigment photobleach of *Six3-Cre* control (n = 9, filled symbols) and *Six3-Cre Rdh10* ^*flox/flox*^ (n = 8, open symbols) retinas measured by transretinal recordings. (**B**) Normalized cone b-wave sensitivity (b-wave S_f_/b-wave S_f_^DA^) recovery following a 90% pigment photobleach of *Six3-Cre* control (n = 12, filled symbols) and *Six3-Cre Rdh10* ^*flox/flox*^ (n = 10, open symbols) mice measured by *in vivo* ERG recordings. (**C**) Normalized cone b-wave sensitivity (b-wave S_f_/b-wave S_f_^DA^) recovery following a 15 min exposure to 300 cd/m^2^ Ganzfeld background light (530 nm wavelength) from *Six3-Cre* control (n = 4, filled symbols) and *Six3-Cre Rdh10* ^*flox/flox*^ (n = 4, open symbols) mice measured by *in vivo* ERG recordings. All mice were in *Gnat1* ^−/−^ background to facilitate cone recordings.

To test the function of the retina visual cycle under extreme conditions of illumination, we exposed mice to 15 min of bright background light to deplete any potential stores of chromophore in the retina and RPE. The subsequent dark adaptation of cones, as measured by the *in vivo* ERG cone b-wave response, proceeded with comparable kinetics in control mice and mice with RDH10-deficient retinas (Fig. 7C). Thus, this experiment revealed no evidence for a role of RDH10 in either cone cells or Müller cells in the retina visual cycle.

### RDH10 is not sufficient for enabling access to the retina visual cycle

The functional redundancy of RDH enzymes has been reported in RPE cells and rod photoreceptors^26, 35^. Such redundancy of RDH enzymes in cones and Müller cells could obscure any role of RDH10 based on loss-of-function experiments alone. Thus, we sought to determine the possible role of RDH10 in controlling access to the retina visual cycle by introducing ectopic RDH10 in mouse rods. *In vivo* ERG recordings from *Rdh10* ^+^ transgenic mice revealed normal scotopic responses (compare Fig. 8A and B). Moreover, the intensity-response curves of both the rod-driven a-waves (Fig. 8C) and rod bipolar cell-driven b-waves (Fig. 8D) in *Rdh10* ^+^ mice were comparable to those in wild-type controls.

**Figure 8:**
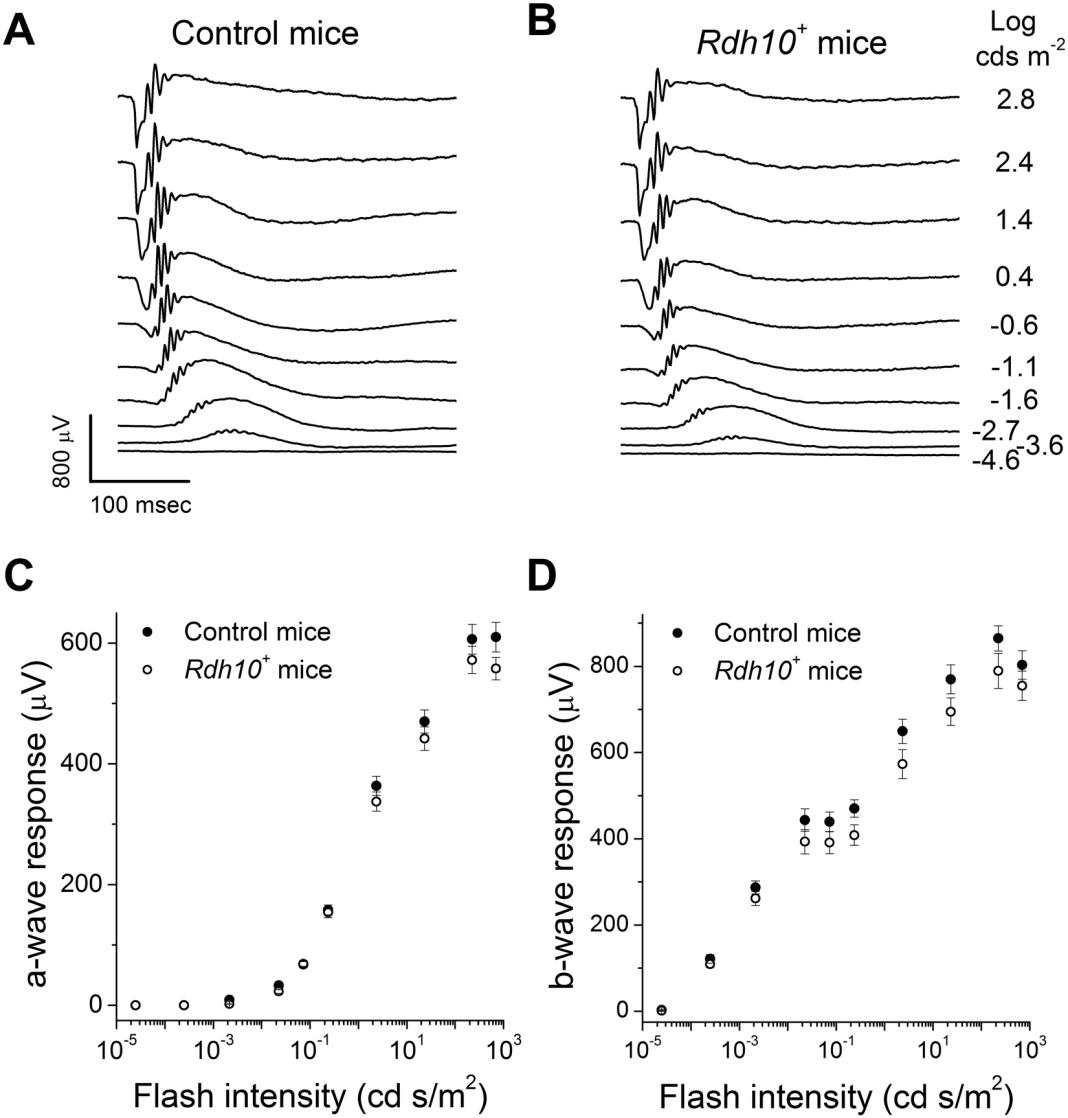
Ectopic expression of RDH10 in rod photoreceptor cells does not affect their photoresponses. Representative scotopic *in vivo* ERG responses from (**A**) control, and (**B**) transgenic *Rdh10* (*Rdh10* ^+^) mice. (**C**) Ensemble-averaged scotopic a-wave responses (**C**) and scotopic b-wave responses (**D**) of control (n = 9, filled symbols) and *Rdh10* ^+^ (n = 9, open symbols) mice measured by *in vivo* ERG recordings.

If RDH10 expressed in rod cells enables them to access the retina visual cycle, their dark adaptation following a bleach should be accelerated, as in hybrid *rd7* rods^5^. However, the kinetics of recovery of both the a-wave maximal amplitude (Fig. 9A) and a-wave sensitivity (Fig. 9B) in *Rdh10* ^+^ mice determined by *in vivo* ERG recordings were comparable to those measured in wild-type controls. One potential caveat to interpreting this experiment is that structural differences between rods and cones might also be involved in controlling access to the retina visual cycle^36^. For example, the lack of acceleration in rod recovery could be due to the inability of Müller cells to supply retinoid to rod cells. Therefore, to directly test the ability of *Rdh10* ^+^ rods to oxidize *cis*-retinol, we treated bleached control and *Rdh10* ^+^ retinas with exogenous retinoid, thereby bypassing the Müller cell-mediated delivery of retinoids. We used the more stable and commercially-available 9-*cis*-analog of 11-*cis*-retinol, which can be readily oxidized by amphibian^15^ and mouse^37^ cones and used for pigment regeneration. However, treatment of *Rdh10* ^+^ rods with 9-*cis*-retinol did not promote a recovery in their sensitivity (Fig. 9C), indicating a lack of pigment regeneration. In contrast, 9-*cis*-retinal used with the same protocol promoted robust recovery in wild-type rods (Fig. 9D). Together, these results demonstrate that the expression of RDH10 in rod cells is insufficient for them to oxidize *cis-*retinol or to access the retina visual cycle.

**Figure 9:**
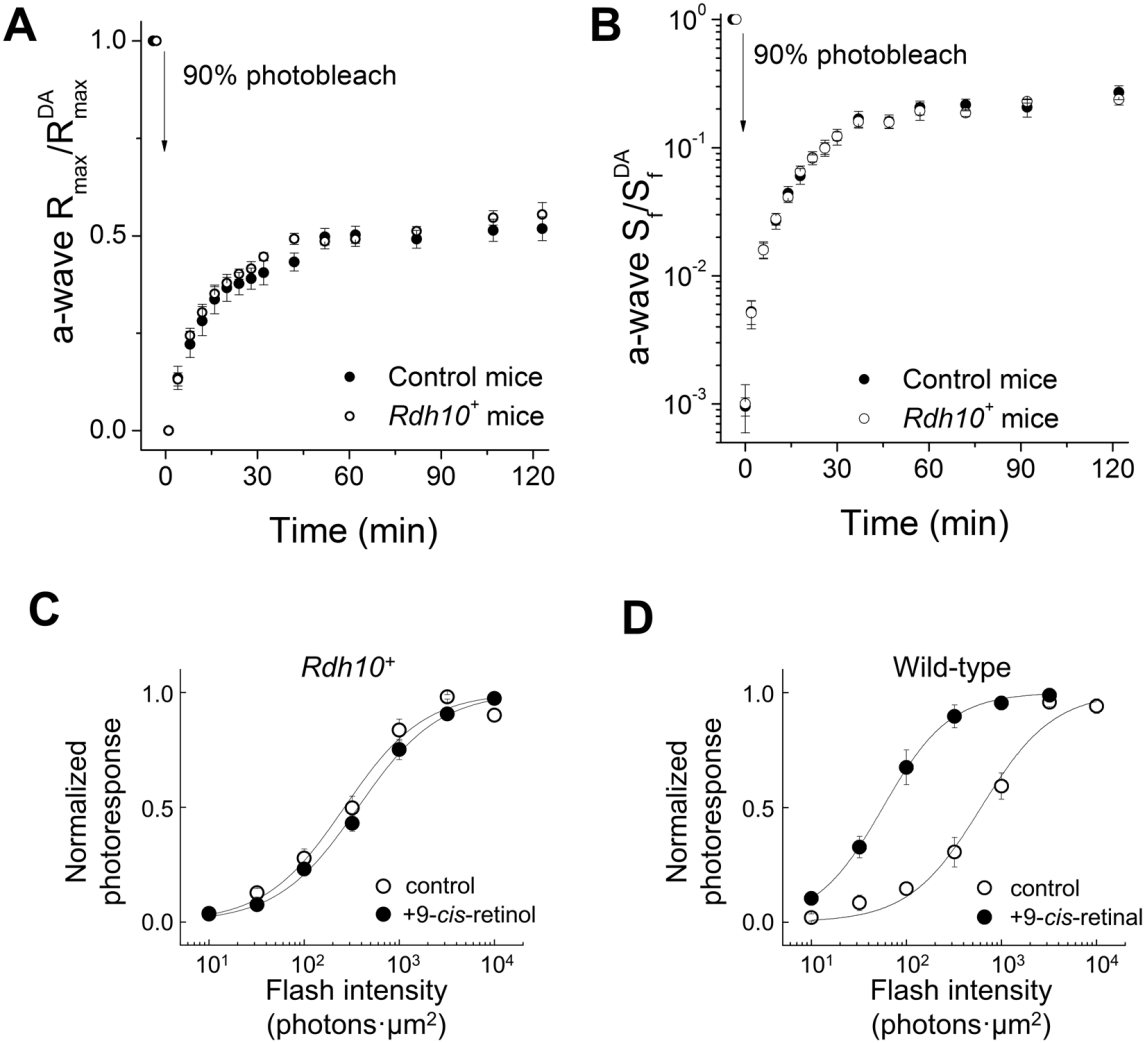
Ectopic expression of RDH10 does not enable rods to dark adapt faster or to oxidize *cis*-retinol for pigment regeneration. (**A** and **B**) Normalized rod scotopic a-wave maximal response (R_max_/R_max_^DA^; **A**) or sensitivity (S_f_/S_f_^DA^; **B**) recovery following a 90% pigment photobleach in control (n = 9, filled symbols) and *Rdh10* ^+^ (n = 9, open symbols) mice measured by *in vivo* ERG recordings. (**C** and **D**) Normalized intensity-response curves determined by single-cell suction recordings from (**C**) transgenic *Rdh10* ^+^ rods incubated in control solution (n = 13, open symbols) or in 100 µM 9-*cis*-retinol solution (n = 14, filled symbols), or from (**D**) wild-type rods incubated in control solution (n = 6, open symbols) or in 100 µM 9-*cis*-retinal solution (n = 11, filled symbols) following 50% pigment photobleach.

## Discussion

It has long been known that cone cells dark adapt faster than rod cells^38^. In addition to the faster decay and regeneration of cone visual pigments compared to rhodopsin^39^, such rapid dark adaptation could be facilitated by the ability of cone cells to oxidize 11-*cis*-retinol produced by Müller cells^9, 16^. Recently, we identified cellular retinaldehyde binding protein (CRALBP) in Müller cells as the first functionally confirmed molecular component of the retina visual cycle^20^. However, the rest of this molecular pathway remains uncharacterized. RDH10 expressed in RPE and Müller cells has been proposed to support the visual cycle^23, 24^. A recent report demonstrated that the deletion of RDH10 selectively in RPE cells indeed compromised rod function^26^. Here, we examined the possible role of RDH10 as the cone-specific 11-*cis*-RDH. Surprisingly, considering the robust expression of RDH10 in the retina, its targeted deletion in cones, Müller cells, or the entire retina did not affect the overall viability and visual function of cone cells, and, critically, did not suppress their dark adaptation. These findings suggest that RDH10 is not involved in the recycling of chromophore in the retina and does not play a role in cone pigment regeneration. Alternatively, it is possible that redundancy in retina RDHs, similar to the case in rod photoreceptors^35^ and RPE cells^26^ prevented us from observing a cone phenotype in the retinas of RDH10-deficient mice. Indeed, RDH10 and another RDH, retSDR1, have been reported to activate each other in a reciprocal manner to maintain retinoid homeostasis^40^.

Our study presents the first attempt to identify the 11-*cis*-RDH(s) in mammalian cone cells and to determine the function of RDH10 in the retina visual cycle. Because the deletion of RDH10 in the entire retina, including Müller cells and cones, in the current study did not affect cone function and dark adaptation, it is unlikely that RDH10 enables Müller cells to produce 11-*cis*-retinal for use by cones or enables cones to oxidize 11-*cis*-retinol produced by Müller cells. While the function of RDH10 in the adult retina remains unclear, it has been suggested that it might support retinal development by producing the retinaldehyde substrate for retinoic acid biosynthesis^28, 41^.

Transgenic *Rdh10* ^+^ rod cells did not demonstrate an acceleration in their dark adaptation, and rod-driven *in vivo* ERG responses remained normal, suggesting that unlike *rd7* rods, these transgenic rods were unable to use 11-*cis*-retinol produced by the retina visual cycle. To rule out restrictions in the flow of retinoids between *Rdh10* ^+^ rods and the processes of Müller cells^36^, we also directly tested the ability of rod cells expressing RDH10 to utilize *cis*-retinol for pigment regeneration. However, we observed no evidence of pigment regeneration. These findings clearly demonstrate that RDH10 is insufficient for *cis*-retinol oxidation and access to the retina visual cycle.

Our extensive results demonstrating that RDH10 is not required for the function of the retina visual cycle leave open the question of the identity of the *cis*-retinol oxidation enzyme in cone cells. Are there other candidates for the 11-*cis*-RDH? A recent study demonstrated that in the salamander, oxidation of *cis*-retinol occurs in the outer segments of cones^42^. Therefore, the cone-specific *cis* retinol RDH would be expected to be localized in the outer segments of cones. As reviewed by Parker and Crouch, both retSDR1 and RDH8 are found in cone outer segments, whereas RDH12 is in cone inner segments^43^. A more recent review of RDHs^44^ includes information on RDH13, expressed in human, monkey, and mouse rod and cone inner segments^45^ and RDH14, localized in the outer segments of bovine rods and cones, as well as in Müller cells^46^. The cell specificity of RDH14 in mouse retina and its subcellular distribution have not been determined. Considering that RDH8, RDH12, and RDH13 are also expressed in rod cells, they are unlikely to be the cone-specific RDH that mediates access to the retina visual cycle, leaving retSDR1 and RDH14 as potential candidates. Based on a recent biochemical study of carp cones, RDH13L also has been proposed to be the essential 11-*cis-*RDH^47^, suggesting a similar role for its mammalian homolog, RDH14^48^. The physiological role of RDH14 has not been examined to date and therefore, future studies should focus on evaluating RDH13L in fish and RDH14 in mammals as likely *cis*-retinol oxidation enzymes of the cone-specific retina visual cycle. The functional role of retSDR1, which reciprocally modulates RDH10, also remains to be established in cone photoreceptors.

## Methods

### Animals

All experimental protocols were in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the Washington University Animal Studies Committee and the Case Western Reserve University Animal Care Committee. Unless otherwise specified, experiments were performed with 2-4 month-old mice of both sexes using their littermates or age-matched animals as controls. The cone-specific Cre mice, *Hrgp-Cre* ^29^, the Müller cell-specific Cre mice, *Pdgfra-Cre* ^30^, and the retina-specific Cre mice, *Six3-Cre* ^31^ were obtained from Jackson Laboratory (Bar Harbor, ME). *Rdh10* ^*flox/flox*^ mice^28^ were crossed with *Hrgp-Cre* mice to delete RDH10 selectively in cone cells. Müller cell-specific RDH10 knockout mice were generated by crossing *Rdh10* ^*flox/flox*^ mice with *Pdgfra-Cre* mice. Finally, *Rdh10* ^*flox/flox*^ mice were crossed with *Six3-Cre* mice to delete RDH10 in the entire retina. The cone-specific Cre and retina-specific Cre experiments were performed with mice lacking the rod transducin α subunit (*Gnat1* ^−/−^ mice kindly provided by Dr. Janis Lem, Tufts University, Boston), which greatly facilitated the isolation of the cone component of the light response without compromising retinal morphology^32^.

Transgenic *Rdh10* mice (*Rdh10* ^+^) were generated by the Transgenic Core in the Department of Ophthalmology and Visual Sciences at Washington University. The transgene of the mouse *Rdh10* cDNA was introduced by the human rhodopsin kinase promoter^49^ in order to drive RDH10 expression ectopically in rod photoreceptors. The mouse *Rdh10* sequence was described in a previous study^22^.

### Immunoblotting analyses

The RDH10 antibody was obtained from ProteinTech, Rosemont, IL (#14644). Both retinas from each mouse were collected in 200 µl 2X Laemmli buffer (2% (w/v) SDS, 62.5 mM Tris-HCl pH 6.8, 25% (w/v) glycerol, 0.04% (w/v) bromophenol blue) supplemented with 5% (v/v) β-mercaptoethanol and mechanically disrupted with zirconium beads (Next Advance, Averill Park, NY) for 3 min at speed 6. Homogenates were then boiled and centrifuged for 10 min at 17,000 *g*. Thirty microliters of each supernatant were used per well for immunoblotting analyses.

### Electrophysiology

*In vivo* electroretinography (ERG) and *ex vivo* transretinal recordings were performed to measure photoreceptor function and dark adaptation as previously described^20, 50^. Prior to these tests, mice were transferred to a light-proof cabinet with water and food and dark-adapted for at least 18 h. For *in vivo* ERG experiments, dark-adapted mice were anesthetized by intraperitoneal injection of 100/20 mg/kg ketamine/xylazine cocktail and placed on a heating pad with thermal feedback to avoid hypothermia. Eyes were treated with 1% (w/v) atropine sulfate and 2.5% (w/v) hypromellose solution (Akorn Pharmaceuticals, Lake Forest, IL) to dilate the pupils and ensure proper contact with the electrodes. Contact-lens electrodes were then carefully attached to the cornea for recording the transretinal voltage signals relative to a needle electrode inserted under the scalp. After stabilizing the baseline in darkness for 15 min, ERG light responses were triggered and recorded by using a UTAS Visual Diagnostic System with BigShot^TM^ Ganzfeld (LKC Technologies, Gaithersburg, MD). Flash intensities of the Ganzfeld LED were calibrated with an S471 optometer (UDT Instruments, San Diego, CA). To maximize the photoactivation of mouse rhodopsin (502 nm) and M/L cone visual pigment (508 nm)^51^, 530 nm wavelength Ganzfeld flashes were used for light stimuli below 25 cds/m^2^ and white xenon flashes were used for flash intensities higher than 25 cds/m^2^. Multiple sweeps per flash intensity were averaged and analyzed with a custom-programmed Excel document.

For transretinal recordings, dark-adapted mice were euthanized with CO_2_ followed by cervical dislocation. Eyes were immediately enucleated and the corneas and lenses removed. Retinas were dissected from the rest of the eye and placed in a Petri dish filled with Locke’s solution, mounted into a custom-made recording chamber^52^, and perfused with 33 °C Locke’s solution, containing 0.1% minimum essential media (MEM) vitamins and 0.1% MEM amino acids (MilliporeSigma, St. Louis, MO) and bubbled with O_2_/CO_2_ (95%/5%). Retinas were perfused for 15 min before the recordings to allow signal stabilization. Test flashes of 512 nm wavelength to selectively excite M/L cone visual pigment were generated with a custom-built LED system. Retinal flash responses were amplified by a differential amplifier (DP-311; Warner Instruments, Hamden, CT), low-pass filtered at 30 Hz by an 8-pole Bessel filter (3382; Krohn-Hite Corporation, Brockton, MA), digitized at 1 kHz (Axon Digidata 1440A, Molecular Devices, Sunnyvale, CA), and then recorded and analyzed with Axon pCLAMP software (Molecular Devices). The results of all electrophysiological experiments were graphed with Origin (OriginLab, Northampton, MA).

For dark adaptation experiments, eyes or dissected retinas were briefly exposed to bright green LED light (30 seconds of 505 nm for *in vivo* ERGs and 3 seconds of 512 nm for *ex vivo* transretinal recordings to achieve ~90% photobleach), immediately followed by a series of timed test flashes to estimate the sensitivity (S_f_) and/or maximal response amplitude (R_max_) of photoreceptors as previously described^20, 50^. The sensitivity and maximal response amplitude values were then normalized to their corresponding pre-bleached dark-adapted levels (S_f_^DA^ and R_max_^DA^). To explore the efficiency of the visual cycle of RDH10-null retinas during and after a prolonged photobleach, *Six3-Cre Rdh10* ^*flox/flox*^ mice were also exposed to 15 min of 300 cd/m^2^ 530 nm light before recording their recovery as previously described^37^.

Sensitivity recovery measurements from rod photoreceptors were performed as follows. First, retinas obtained from dark-adapted mice were transferred to a Petri dish filled with Locke’s solution supplemented with 0.1% (w/v) lipid-free bovine serum albumin (A6003, MilliporeSigma, Saint Louis, MO) to promote the release of toxic all-*trans*-retinal produced after the photobleach. Retinas then were exposed to light (500 nm, 1.0 × 10^6^ photons/µm^2^) for 2 min to photobleach 50% of the rhodopsin. Bleached retinas were immediately transferred to another dish containing Locke’s solution supplemented with 100 µM 9-*cis*-retinol (Santa Cruz Biotechnology, Inc., Santa Cruz, CA) or 9-*cis*-retinal (MilliporeSigma), 0.1% (v/v) ethanol and 1% (w/v) lipid-free bovine serum albumin (to promote the delivery of hydrophobic retinoids to rods) and incubated in an oxygenated dark box at room temperature for 3 h. Finally, single-cell suction recordings were obtained from rods as previously described^5^.

*RNA-seq*. Retinas were harvested from 3-week-old C57BL/6J and *rd7* mice. For each strain, two biological replicates, each consisting of 8 retinas from two males and two females, were collected and processed as previously described^53^. The library was subjected to one lane of sequencing on the Illumina HiSeq 2000 (single 50 base pair reads) at the Genome Technology Access Center at Washington University School of Medicine. Reads were mapped to mm9 using TopHat v1.4.1 and analyzed with Cufflinks v1.3.0 for transcript assembly and differential expression^54, 55^. 

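Across the 12655 genes tested, the replicate libraries had an r2 of 0.979 (wild-type) and 0.974 (*rd7*) on the log2(FPKM + 0.1) scale. These are correlations across genes, which are not independent replicates. Pairs of 1 *rd7* and 1 wild-type library reached between 0.929 and 0.934. Of the settings tried, linear FPKM moved the wild-type value most, to 0.999, with 0.978 for *rd7*. A pseudocount of 0.01 moved the *rd7* value most, to 0.958, with 0.960 for wild-type. In genes with at least 200 estimated reads, the median squared difference between replicates relative to its counting variance was 3.06 times the counting expectation in wild-type and 7.78 times in *rd7* retinas, with reads estimated from FPKM and a spread that includes differences between pools of animals. Low genes of the 4 libraries gave nearly the same worth of 1 read, between 0.998 and 1.02 times that of wild-type replicate 1. Only genes close to equal with that library, within a log2 window of 0.25, entered these ratios. Values near 1 are therefore built in and cannot show that the libraries were sequenced to a similar depth.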

A total of 1.9 × 10^8^ reads were generated, of which 1.7 × 10^8^ were mapped, and biological replicates showed a high degree of correlation (r^2^ > 0.97). Genes were identified as significantly differentially expressed at a false discovery rate (FDR) of 5%.

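The number of genes past the threshold depended on its level. At an FDR of 1%, limma called 2582 genes higher and 446 lower in *rd7*, compared with the counts at 5% given with the RNA-seq results. Most of the differences at 5% were small. The median log2 fold change was 0.40 among the higher genes and -0.35 among the lower genes, and 258 higher and 80 lower genes changed by more than 1 on the log2 scale. In the authors' deposited table, the median log2 fold change of the called genes was 0.95 for those higher and -1.16 for those lower, with 198 and 37 beyond 1. Cuffdiff tested 14409 genes there. In a simulation with 200 genes changed among 12655, limma on 2 against 2 libraries recovered 89% of the changed genes. It recovered 98.1% of those changed by 1 or more on the log2 scale, and 4.30% of its calls were false. The simulated values followed the variance trend that limma had fitted, with far fewer changed genes than were called in the real data. They held no shift in scale and no GC trend between genotypes, so these rates do not carry over to the real calls.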

*qRT-PCR*. Retinas were dissected from mice and total RNA was isolated with the RNeasy Mini kit (Qiagen, Valencia, CA). Total cDNA was synthesized with a quantitative cDNA Kit (Qiagen). qRT-PCR was performed with SYBR Green Master (Roche Applied Science, Basel, Switzerland). Gene expression was normalized with Gapdh.

### Data Access

Raw and processed RNA-seq data have been deposited in Gene Expression Omnibus (GEO; accession number GSE86442).

## Electronic supplementary material

Supplementary Information

Supplemental Table 1

# Supplementary material for: The role of retinol dehydrogenase 10 in the cone visual cycle
**Source:** Sci Rep. 2017 May 24;7:2390. doi: 10.1038/s41598-017-02549-8
**Supplement:** Supplementary file 1 — Supplementary Information

## The role of retinol dehydrogenase 10 in the cone visual cycle

Yunlu Xue<sup>1,#a</sup>, Shinya Sato<sup>1</sup>, David Razafsky<sup>1,#b</sup>, Bhubanananda Sahu<sup>2</sup>, Susan Q. Shen<sup>3</sup>, Chloe Potter<sup>1</sup>, Lisa L. Sandell<sup>4</sup>, Joseph C. Corbo<sup>3</sup>, Krzysztof Palczewski<sup>5</sup>, Akiko Maeda<sup>2,5</sup>, Didier Hodzic<sup>1</sup>, and Vladimir J. Kefalov<sup>1\*</sup>

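Supplemental Table 1 gives for each locus the gene, its position in mm9, the FPKM of each genotype as Cuffdiff pooled it from 2 libraries, the log2 ratio, and the q-value. It holds 480 loci, each of which is also among the calls of the authors' deposited table. From the FPKM per library, the 5 largest rises among genes at an FDR of 5% by limma, with both *rd7* values above both wild-type values, were on the log2(FPKM + 0.1) scale those of *Fabp7*, *Ppef1*, *Cd8a*, *1100001G20Rik* and *Nat1*. *Fabp7*, on chromosome 10 from 57504729 to 57508256, had an FPKM of 146 and 81.6 in the *rd7* libraries and 2.45 and 2.14 in the wild-type libraries. *1100001G20Rik* was at or under the worth of 3 reads in both wild-type libraries, so its rise is a lower bound of at least 21.0-fold. Among genes called at an FDR of 5%, the 5 largest falls were those of *Rps27*, *Zfp91-Cntf*, *Aqp1*, *Snord38a* and *Hdc*. *Aqp1*, on chromosome 6 from 55286293 to 55298549, fell from an FPKM of 47.3 and 44.5 to 1.98 and 1.84. Of the others, *Rps27* can share reads with copies elsewhere in the genome and *Zfp91-Cntf* overlaps *Zfp91* and *Cntf*, so their values are uncertain. The FPKM of *Rps27* also differed between the 2 wild-type libraries, at 243 and 101. None of *Rps27*, *Zfp91-Cntf* and *Snord38a* is called in the authors' deposited table. *Snord38a* was listed at 0 in both *rd7* libraries, at least 1.78-fold lower against a floor of 3 reads.
Genes of the cone phototransduction pathway rose in *rd7* retinas. Their median log2 fold change was 1.37 over 10 genes, of which 8 were higher at an FDR of 5% and none lower (the same 8 and 0 when adjusted over the list alone), and 7 are among the loci of the table. *Gnat2* and *Pde6c* rose most, by 3.17 each on the log2 scale, while *Opn1mw* and *Arr3* were not called, except that *Opn1mw* was called lower with median-ratio scaling (-0.32). The rod list had a median of -0.51 over 8 genes, with 6 lower and 0 higher (the same counts when adjusted over the list alone), and none of these is in the table. *Gnat1* was among the lower genes, and its call was lost with quantile normalization (-0.24). Limma's camera test, which compares a list with all other genes and presets the correlation between genes at 0.01, gave an adjusted p of 0.000242 for the cone list and of 9.63e-06 for the rod list. Both calls held under limma's fry test (adjusted p = 0.00208 and 0.00377), and neither held with a correlation estimated from the data (adjusted p = 0.187 for each, from camera in limma).

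**Figure D2:**
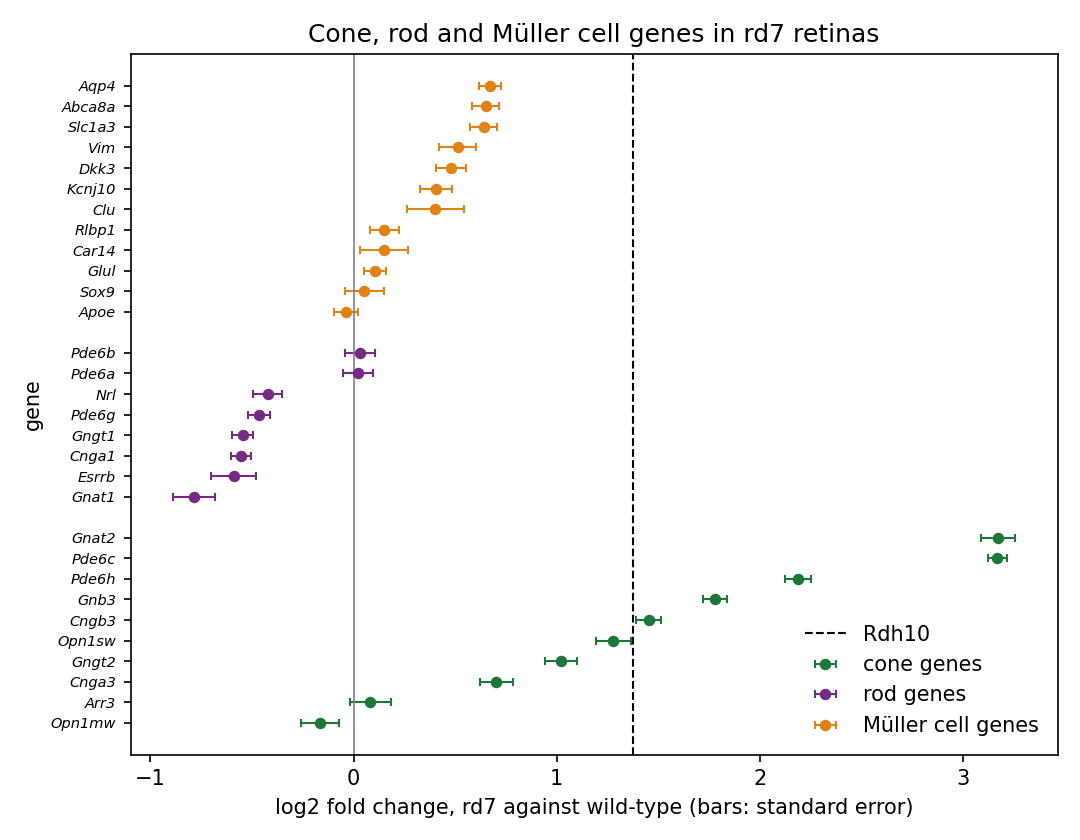
Log2 fold change (horizontal axis) of the tested cone, rod and Müller cell genes, with bars for the standard error from limma and a dashed line at the value of *Rdh10*, 1.37. The cone genes reach 3.17, the rod genes lie between -0.79 and 0.03, and each Müller cell gene lies below *Rdh10*, with the highest at 0.67.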

**Supplemental Table 1.** Significantly differentially expressed genes in *rd7* vs. wild-type retinas by RNA-seq.

How the deposited data were processed for this re-analysis (not part of the article)

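RNA-seq was analysed from 4 libraries, 2 of *rd7* and 2 of wild-type retinas at 3 weeks of age, each from 8 retinas of 2 males and 2 females. The authors sequenced single reads of 50 bp on 1 lane, mapped them to mm9 with TopHat 1.4.1, and computed FPKM per gene and library with Cufflinks 1.3.0. The deposited FPKM carry a status for each gene and library. The authors also deposited the table of their Cuffdiff comparison, with a pooled FPKM per genotype, the log2 fold change, and p-values and q-values. These files hold FPKM and not counts, so no count model was used. All columns of the 4 libraries were matched to their samples by the names in the labels.

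The file lists 22095 loci. Of these, 262 had a status other than successful in at least 1 library and were left out, 69 of them with a mean FPKM of at least 1. They include *Gnb1*, whose estimate failed in 1 *rd7* library. Gene symbols were matched by name and locus to an annotation of the same genome build, which gave 93.8% of the loci and 96.9% of the genes tested an exonic length and GC content. In the deposited FPKM table, 25 symbols read as dates and were left as they are. Loci were written with their first base counted as 1.

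Values were taken as log2(FPKM + 0.1), and genes with a mean FPKM of at least 1 were tested with limma 3.58.1 in R 4.3.3 (eBayes with a variance trend, two-sided, Benjamini-Hochberg adjustment, FDR of 5%), as 2 *rd7* against 2 wild-type libraries without a block. Gene lists were tested with camera (inter-gene correlation 0.01) and fry, adjusted over 7 lists (cone, rod, Müller cell, reactive Müller cell, pigment epithelium, lens, blood), and a list of sex-linked genes was read without a test. Lists of retinol dehydrogenases and of other retinol-oxidizing dehydrogenases were counted. Other statistics were computed in Python 3.11.15 with scipy 1.17.1. Positions along the chromosomes were tested with Fisher's exact test and 10000 permutations. An exact permutation test of a single gene in 2 against 2 libraries cannot give a p under 0.333, so no such test was used. The limma step was tested on simulated data with 200 changed genes.

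The genes named are those the paper names, every retinol dehydrogenase on the list, members of marker lists where a sentence is about that list, and the 5 largest rises and the 5 largest falls at an FDR of 5% whose values did not overlap between genotypes. The study's supplementary table had been read before this rule was written. *Cd3d*, *Cd3e*, *Cd3g*, *Cd8b1*, *Cntf*, *Zfp91* and *Smpdl3a* were added after values were seen.

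The depth per library was estimated from the lowest FPKM of genes with 1 annotated transcript, within a window chosen by eye. The estimate was between 3.49e+07 and 3.56e+07 reads per library, and a floor of 3 reads was derived from it. Intervals and floors cover counting error only. The alternatives set in advance were pseudocounts of 1 and 0.01, no filter on low FPKM, a mean FPKM of at least 5, median-ratio scaling, quantile normalization, eBayes without a trend, a replicate block, an FDR of 1%, leaving out each library, windows of 5 and 20 Mb around *Nr2e3*, fry, linear FPKM, and a longer list of dehydrogenases. Neighbours whose loci do not overlap and a correction for GC content and exonic length (natural splines of each library's deviation from the gene means) were added after the data were examined.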

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

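All tests of this part were chosen after the rises had been seen, and only that of T cells was set before the values it measures were seen.

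The 5 largest rises are in genes the paper does not discuss, and each is above the level of both wild-type libraries. On the log2 scale *Fabp7* rose by 5.51, *Ppef1* by 5.08, *Cd8a* by 5.08, *1100001G20Rik* by 5.02 and *Nat1* by 4.65, and all 5 were higher in 2 of 2 *rd7* libraries. The value of *1100001G20Rik* depends on the pseudocount, since its wild-type libraries lie under the floor of 3 reads. Scaling of the libraries is argued against, as the lowest of the 5 was still 4.41 under median-ratio scaling or quantile normalization and all stayed past the FDR of 5%. DNA of another strain around the *rd7* allele is argued against as well, since 0 of the 5 lie within 20 Mb of *Nr2e3*. Their distance covers only DNA near the allele. A strain difference elsewhere in the genome cannot be told apart from genotype in these libraries. The locus beside *Fabp7*, *Smpdl3a*, picked after its values were seen, also rose (log2 fold change 2.01, adjusted p = 0.000846 from limma). A change of transcription in the *Nr2e3* mutant remains as a hypothesis.

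*Cd8a* had an FPKM of 19.5 and 9.04 in the *rd7* libraries and 0.28 and 0.313 in the wild-type libraries. T cells in the *rd7* retinas are argued against. The highest FPKM of *Cd3d*, *Cd3e*, *Cd3g* and *Cd8b1* in the *rd7* libraries was 0.385, *Cd3e* is listed at 0 in all 4 libraries, and *Cd3d* and *Cd8b1* were no higher than in wild-type retinas. Expression of *Cd8a* in another cell of the retina may underlie the signal, and which cell was not tested.

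*Rdh11* and *Rdh13* are retinol dehydrogenases that the paper does not report as changed. *Rdh11* was higher in both *rd7* libraries (log2 fold change 0.69), and its rise was 0.54 under median-ratio scaling and remained past the FDR of 5% under quantile normalization and the correction for GC content and length, so scaling is argued against as its whole cause. Reads shared with the more abundant paralog *Rdh12* cannot be told apart from a change of *Rdh11*. The fall of *Rdh12*, with a log2 fold change of -0.48, goes against a fixed share of its reads being counted on *Rdh11*, but a different split of shared reads would also move the 2 genes apart. A change of transcription and a change in the mix of cells in the mutant retina both stay open for *Rdh11*. For *Rdh13*, with a log2 fold change of 0.26, the rise was 0.11 under median-ratio scaling and not called, and scaling of the libraries is consistent with its whole difference.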

How the results depend on the processing

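The GC and length correction and the neighbours whose loci do not overlap were tests chosen after the results were seen, the other settings of this part before.

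*Rdh10* was higher in *rd7* at an FDR of 5% under all 9 full refits, with log2 fold changes from 1.09 to 1.38 and adjusted p-values from limma between 0.000417 and 0.0117. *Rdh11* stayed higher and *Dhrs3* and *Rdh12* lower at the same threshold under these refits. The cone list stayed higher and the rod list lower in camera under each of them. Genes higher in both the limma test and the study's table numbered between 300 and 397. Neighbouring calls stayed above their permuted number under each refit and, at 2370, among neighbours whose loci do not overlap.

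Counts of changed genes moved with scaling. Median-ratio scaling gave 2492 genes higher and 2479 lower (50.1% higher), quantile normalization 2350 and 2404 (49.4% higher), and the GC and length correction 1519 and 1850 (45.1% higher). Each of these moves the median log2 fold change of all genes, 0.15 without scaling, to near 0 by construction. An FDR of 1%, a stricter threshold, gave 2582 and 446. Without a variance trend, 82.7% of the calls were higher. The longer list of dehydrogenases, which holds more genes, had 5 genes higher. Of the calls made without scaling, 3606 were also made in the same direction with median-ratio scaling and 2375 with the GC and length correction.

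The replicate numbers do not pair the libraries, as the deviations of the libraries numbered 1 from their group means had r = -0.0265 across genes. With a replicate block, 4508 genes were higher and 1091 lower, 4 retinol dehydrogenase genes were higher in place of 3, and the pigment epithelium list, with a median of 1.02, passed the threshold in camera. In fry, the pigment epithelium and lens lists passed it with the block (adjusted p = 0.0225 and 0.0094 from limma) and not without.

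The Müller cell list, not past the threshold in camera, passed it without a filter on low FPKM and with a replicate block or fry (median 0.40 in each), with quantile normalization (0.31) and with the GC and length correction (0.24). Its median ranged from 0.32 to 0.54 across the 4 values that each left out one library, and that of the pigment epithelium list from 0.74 to 1.29. Under the GC and length correction the lens (-0.87) and blood (-1.34) lists were no longer past the threshold. The cause was not tested for any of these lists.

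The r2 of replicates for wild-type and *rd7* was 0.990 and 0.984 with a pseudocount of 1, 0.960 and 0.958 with 0.01, 0.986 and 0.983 without a filter, 0.980 and 0.976 at a mean FPKM of at least 5, 0.981 and 0.976 with the GC and length correction, and 0.999 and 0.978 on linear FPKM. The Spearman correlation of log2 fold change with locus span fell from 0.335 to 0.283 without a filter and to 0.114 with the GC and length correction, and ranged from 0.301 to 0.341 with a library left out. At a mean FPKM of at least 5, 48.8% of genes near *Nr2e3* and 51.5% of the others were changed, the reverse of the order otherwise seen, and neither order passed Fisher's exact test.

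Some named genes with small differences changed sign. With median-ratio scaling these were *Rdh8* (-0.14), *Rdh14* (-0.034), *Rlbp1* (-0.0026), *Ktn1* (-0.10), *Arr3* (-0.073), *Pde6a* (-0.13), *Pde6b* (-0.12), *Glul* (-0.048), *Car14* (-0.0027), *Sox9* (-0.097) and *Tyr* (-0.12). With quantile normalization they were *Rdh8* (-0.12), *Rdh14* (-0.031), *Ktn1* (-0.089), *Arr3* (-0.0032), *Glul* (-0.020), *Sox9* (-0.16) and *Tyr* (-0.17). With the GC and length correction they were *Degs1* (-0.012), *Ktn1* (-0.30), *Arr3* (-0.12), *Pde6a* (-0.19), *Pde6b* (-0.20), *Glul* (-0.090), *Car14* (-0.013), *Sox9* (-0.16) and *Tyr* (-0.37), of which *Ktn1* and *Tyr* were then called lower. With a library left out, values crossed 0 for *Rdh8* (-0.099 to 0.13), *Arr3* (-0.072 to 0.24), *Pde6a* (-0.075 to 0.12), *Pde6b* (-0.069 to 0.13), *Apoe* (-0.079 to 0.0049), *Car14* (-0.033 to 0.34), *Sox9* (-0.022 to 0.13), *Tyr* (-0.018 to 0.080) and *Si* (-0.074 to 0.73). Among the 570 comparisons of named genes and the reactive Müller cell list with a full refit, 498 were the same, 32 weaker, 13 stronger and 27 reversed. Median-ratio scaling lowers each gene by about the median difference, and for the other settings the cause was not tested.

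With a library left out, 1 library remains in an arm, so no count of calls or p-value can be given. The depth limits genes at or under the floor of 3 reads, such as *1100001G20Rik* in wild-type retinas and *Snord38a* in *rd7* retinas.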

Differences from the paper's values

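No test of this part was chosen after the results were seen.

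At an FDR of 5%, 4755 genes were higher in *rd7* against the paper's 416, and 1114 were lower against the paper's 64 in Supplemental Table 1. The paper's values come from Cuffdiff and those here from limma. None of the alternatives set before the data were examined closed either gap. The nearest counts were 2350 higher (quantile normalization) and 446 lower (an FDR of 1%).

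Of the retinol dehydrogenase list, 3 genes were higher, while the paper's table holds 1 (*Rdh10*). Each alternative set before the data were examined gave between 2 and 5. In the authors' deposited table, *Rdh11* has a log2 fold change of 0.73 and a q-value of 0.244, and *Rdh13* 0.25 and 0.999.

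*Cd8a* had a log2 fold change of 5.08 against the paper's 5.71967. A pseudocount of 0.01 (5.44), quantile normalization (5.42) and leaving out *rd7* replicate 2 (5.63) brought it within the spread of the replicates, and the other alternatives did not. *Hdc* had a log2 fold change of -3.91 against the paper's -5.66176, and a pseudocount of 0.01 (-5.44) closed the gap, while the other alternatives did not.

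Of the 5 largest falls among the genes called here, 3 are not among the calls of the authors' deposited table. At the locus of *Rps27*, where the log2 fold change here was -5.18, the authors' deposited table gives an FPKM of 903 in wild-type and 785 in *rd7* retinas, a log2 fold change of -0.20 and a q-value of 0.999. *Zfp91-Cntf* had an FPKM of 5.31e-05 and 9.45e-05 in the *rd7* libraries, so its log2 fold change of -4.75 here is set by the pseudocount of 0.1. It shares its value with *Zfp91* and *Cntf* in the authors' deposited table, a log2 fold change of 0.30 with a q-value of 0.95. *Snord38a*, listed at 0 in both *rd7* libraries, has a q-value of 0.88 in the authors' deposited table.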

Other observations

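The tests of *Rdh10* against scaling and against other cells and cell states, those of *Gfap* and *Edn2*, the part of the reads on the genes tested, the trends within groups of genes, the permutation among genes of alike GC content and the GC and length correction were chosen after results had been seen, the other tests of this part before the values they measure.

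The rise of *Rdh10* was larger than a number of technical or cellular sources would give. Its log2 fold change was 1.22 under median-ratio scaling, and the 200 genes nearest to it in exonic length and GC content had a median of 0.28, with 3 of them as high. The Müller cell genes, which include the paper's marker *Rlbp1*, had a median of 0.40 over 12 genes (6 higher at an FDR of 5%, adjusted p = 0.0724 from camera in limma), and the highest, 0.67, lay under *Rdh10*, so a larger share of Müller cells is argued against as the whole cause. Pigment epithelium carried over in dissection is argued against as the whole cause only if *Rdh10* is no more abundant there than most of its marker genes. That was not measured. Its genes rose by a median FPKM of 1.33 and *Rpe65* by 1.26, against 18.0 for *Rdh10*, and 7 of the 8 genes rose by less than *Rdh10*, the exception being *Ttr* at 20.0. The summed FPKM of the 8 genes was 44.8 and 29.3 in wild-type replicates 1 and 2, where *Rdh10* was 10.7 and 11.6, which goes against carry-over. In *rd7* replicates 1 and 2 the sum was 79.6 and 68.9 and *Rdh10* 32.5 and 25.9, which goes with it. Müller cell reactivity cannot be told apart from the other sources. *Rdh10* was 32.5 in the *rd7* library with the lower *Gfap* and 25.9 in that with the higher, which goes against it but rests on 1 library. A change of *Rdh10* transcription in photoreceptors or in Müller cells remains as a hypothesis that whole retinas cannot resolve.

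More genes were higher than lower in *rd7*, and 2 technical explanations, transcript length and GC content, are in line with the values. Log2 fold changes rose with exonic length (Spearman's rho of 0.280 across genes) and fell with GC content (rho of -0.436). The fifth of genes with the lowest GC content had a median log2 fold change of 0.33 and that with the highest -0.05. Both trends held within each of 5 groups of genes ranked by the other property, with rho from 0.142 to 0.264 for length and from -0.467 to -0.299 for GC content. Libraries of a genotype also differed along GC content, with rho of 0.197 between the wild-type and 0.0587 between the *rd7* libraries. With the GC and length correction, 3369 of 12258 genes were changed, against 4971 of 12655 with median-ratio scaling. Genes are not independent replicates, and a difference in library preparation between the genotypes cannot be told apart from genotype in 4 libraries, so a true change in long or AT-rich genes in the mutant stays open. The part of the reads on the genes tested was larger in both *rd7* than in both wild-type libraries, by 0.14 on the log2 scale. It is summed from the same FPKM as the fold changes, so a smaller share of reads on other transcripts cannot be told apart from a rise of the genes tested.

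Changed genes lay beside genes changed the same way more often than permuted calls, 2368 times against a mean of 1884 (25.7% more, permutation p = 0.0001, the smallest that 10000 permutations can give). When calls were permuted only among genes of alike GC content, an excess of 8.66% was left (permutation p = 0.0001, again the smallest possible). In the refits, the excess over calls permuted among all genes was 56.2% with median-ratio scaling, 58.2% with quantile normalization, 40.8% with the GC and length correction, and between 24.4% and 38.4% in the others. A shared GC content is therefore argued against as the whole cause of the clustering, and what else contributes was not tested. Around *Nr2e3*, 75 of 158 genes within 10 Mb were changed (47.5%) against 46.4% elsewhere (odds ratio 1.05, two-sided Fisher's exact test, p = 0.81). Within 20 Mb the shares were 51.1% and 46.3% (p = 0.115, two-sided Fisher's exact test). Only a large excess of changes near the *rd7* allele is argued against. With so many genes called elsewhere, the test cannot exclude a smaller number of changes from DNA carried along with the allele.

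The number of changed genes was as large in 1 of the 3 ways to split the 4 libraries into 2 and 2, the real one. The other splits gave 0 changed genes at an FDR of 5%, and 22 and 28 at an unadjusted p under 0.05 from limma. Each of them puts 1 *rd7* and 1 wild-type library in each arm, so the genotype difference adds to the spread within arms. Few calls are therefore built in, and these splits do not show what chance alone would give. With 3 splits, chance cannot be excluded by this count.

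The *rd7* libraries differed from each other most in 4 of the 7 genes tested from the reactive Müller cell list. Whole retinas do not show which cells express these genes. *Gfap* had an FPKM of 10.3 and 28.1, *Edn2* 0.874 and 9.00, *Fgf2* 1.83 and 7.58, and *C4b* 0.953 and 4.62, with the first value of each near the wild-type level. *Osmr* (1.69 and 2.53 against 0.811 and 0.828) and *Socs3* (1.44 and 1.78 against 0.950 and 0.804) were higher in both *rd7* libraries and called (adjusted p = 0.00703 and 0.0167 from limma), so a reaction confined to 1 pool would not give every rise on the list. The median log2 fold change of the 7 reactive genes was 1.10 (adjusted p = 0.512 from camera in limma) and moved to 0.21 without *rd7* replicate 2 and to 1.83 without *rd7* replicate 1. Lens carried over in dissection is argued against by wild-type replicate 2, whose *Edn2* was 1.34. There, 11 of 11 lens genes were higher than in *rd7* replicate 2. Between the *rd7* libraries the lens genes went with carry-over, with a summed FPKM of 88.7 in replicate 2 and 52.3 in replicate 1. Pigment epithelium is argued against because the highest log2 ratio of *rd7* replicate 2 over replicate 1 among its 8 genes was 0.096, against 1.45 for *Gfap*, although *Rgr* (12.5), *Rpe65* (2.44) and *Rdh5* (5.22) were at their highest in replicate 2. Blood is argued against because 5 of 5 loci were lower in that library than in both wild-type libraries, although their summed FPKM was higher in it (161) than in *rd7* replicate 1 (76.7). A reaction in some animals of that pool may explain the difference in the 4 genes, and this was not tested.

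The remaining lists are given as values. The pigment epithelium list had a median log2 fold change of 1.02 over 8 genes, with 5 higher and 0 lower at an FDR of 5% (adjusted p = 0.188 from camera in limma). Of *Dct*, *Rgr*, *Rpe65*, *Ttr* and *Tyrp1*, only *Ttr* was still called without the filter. The lens list had a median of -0.83 over 11 genes (adjusted p = 0.000442 from camera in limma), with 0 genes called and no call under fry (adjusted p = 0.442). With a replicate block the list passed the threshold in camera (adjusted p = 7.24e-10) and in fry (0.0094) in limma, and summed lens FPKM was lower in *rd7* for replicates 1 (52.3 against 75.2) and 2 (88.7 against 145), though replicate numbers do not pair the libraries across genes. Its median moved to -0.23 without *rd7* replicate 1 and to -0.25 without wild-type replicate 2, and to -1.43 without *rd7* replicate 2 and -1.39 without wild-type replicate 1, so its size depends on single libraries while its sign does not. The blood list had a median of -1.25 over 5 loci (adjusted p = 0.000551 from camera, and 0.146 from fry, in limma), and its globin genes share reads. Without *rd7* replicate 2 it was -1.76. Wild-type retinas had a mean FPKM of at least 1 for 7 of the 10 listed loci of the pigment epithelium list, 11 of 14 of the lens list, 5 of 8 of the blood list and 4 of 8 of the reactive Müller cell list, and *Rdh5* is also on the list of retinol dehydrogenases. *Xist* was higher in *rd7* (FPKM 88.5 and 83.6 against 53.0 and 53.3), and so was *Ddx3y* on the Y chromosome (8.93 and 8.57 against 5.88 and 6.34). Of the 5 sex-linked genes tested, 4 were higher at an FDR of 5%, and *Eif2s3y* was not called. Of the other retinol-oxidizing dehydrogenases, 4 of 12 were tested, 2 were higher (*Adh5* and *Dhrs7b*) and 1 lower (*Dhrs7*). Among the RDHs that the paper's discussion weighs, *Dhrs3* (log2 fold change -1.09) and *Rdh12* (-0.48) were lower at an FDR of 5%. *Rdh13* (0.26) was higher, a call lost in some refits. *Rdh14* had a log2 fold change of 0.12 and *Rdh8* of 0.01. Neither was called, also with median-ratio scaling or quantile normalization, where both changed sign. The paper keeps retSDR1, which *Dhrs3* encodes, and RDH14 as potential candidates. Of the other genes the paper names, *Degs1* (0.22) and *Pdgfra* (0.37) were higher and *Grk1* (-0.30) and *Gapdh* (-0.23) lower at an FDR of 5%, and each of these calls was lost in at least 1 refit. *Ktn1*, *Lmnb1*, *Rlbp1* and *Six3* were not called, and *Awat2* lay under the filter. With median-ratio scaling, quantile normalization and the GC and length correction, *Lmnb1* (-0.31, -0.31 and -0.25) and *Six3* (-0.23, -0.20 and -0.23) were called lower, and *Ktn1* was called lower with the last of these.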
